# Exposure *in vitro* to an Environmentally Isolated Strain TC09 of *Cladosporium sphaerospermum* Triggers Plant Growth Promotion, Early Flowering, and Fruit Yield Increase

**DOI:** 10.3389/fpls.2018.01959

**Published:** 2019-02-01

**Authors:** Zhijian T. Li, Wojciech J. Janisiewicz, Zongrang Liu, Ann M. Callahan, Breyn E. Evans, Wayne M. Jurick, Chris Dardick

**Keywords:** microbial volatile organic compounds, *Cladosporium sphaerospermum*, plant growth promotion, biostimulant, increased productivity, *Nicotiana tabacum* L., *Capsicum annuum* L., expression profiling

## Abstract

A growing number of bacteria and fungi have been found to promote plant growth through mutualistic interactions involving elements such as volatile organic compounds (VOCs). Here, we report the identification of an environmentally isolated strain of *Cladosporium sphaerospermum* (herein named TC09), that substantially enhances plant growth after exposure *in vitro* beyond what has previously been reported. When cultured on Murashige and Skoog (MS) medium under *in vitro* conditions, tobacco seedlings (*Nicotiana tabacum*) exposed to TC09 cultures for 20 days increased stem height and whole plant biomass up to 25- and 15-fold, respectively, over controls without exposure. TC09-mediated growth promotion required >5 g/L sucrose in the plant culture medium and was influenced by the duration of exposure ranging from one to 10 days, beyond which no differences were detected. When transplanted to soil under greenhouse conditions, TC09-exposed tobacco plants retained higher rates of growth. Comparative transcriptome analyses using tobacco seedlings exposed to TC09 for 10 days uncovered differentially expressed genes (DEGs) associated with diverse biological processes including cell expansion and cell cycle, photosynthesis, phytohormone homeostasis and defense responses. To test the potential efficacy of TC09-mediated growth promotion on agricultural productivity, pepper plants (*Capsicum annuum* L.) of two different varieties, Cayenne and Minisweet, were pre-exposed to TC09 and planted in the greenhouse to monitor growth, flowering, and fruit production. Results showed that treated pepper plants flowered 20 days earlier and yielded up to 213% more fruit than untreated controls. Altogether the data suggest that exposure of young plants to *C. sphaerospermum* produced VOCs may provide a useful tool to improve crop productivity.

## Introduction

Innumerable bacterial and fungal microorganisms colonize various habitats and can influence the survival of plants. Many such microorganisms promote plant growth through mutualistic interactions which have been the subject of intensive studies for more than 150 years (Whipps, 2001; Berg, 2009). In general, beneficial microorganisms are categorized into a number of groups depending on their habitats and functional roles. They include organic matter decomposers, nitrogen fixing bacteria, mycorrhizal fungi, detoxifiers, mutualistic endophytes, and pathogen-antagonists (Barea et al., 2005). These microbes produce and release unique proteins, enzymes, antibiotics, phenolics, lipids, carbohydrates, and phytohormones improving the availability of essential nutrients and plant growth. In addition, they are capable of activating plant defenses and protecting against biotic and abiotic stresses (Wardle et al., 2004; Barea et al., 2005; Saharan and Nehra, 2011; De-la-Peña and Loyola-Vargas, 2014). Over the past several decades, concerted efforts have focused on the study of plant–microbe symbiotic relationships and endophytic interactions to elucidate plant growth promoting (PGP) activities of beneficial microorganisms (Barea et al., 2005; Berg and Smalla, 2009; Lambers et al., 2009; Saharan and Nehra, 2011; Ahemad and Kibret, 2014; De-la-Peña and Loyola-Vargas, 2014). Consequently, a wide range of microbial inoculants and biocontrol products were developed and marketed as biopesticides, plant strengtheners, phytostimulators, and biofertilizers to improve soil conditions, increase crop productivity and control soil borne pests while reducing reliance on agrochemicals. These products have the potential to encourage environmentally friendly and sustainable cultivation practices and protect biodiversity (Thakore, 2006; Berg, 2009; Baez-Rogelio et al., 2016).

The utilization of current microbial products designed to be applied to the rhizosphere or as inoculants for PGP commonly suffer from unpredictability and inconsistency (Berg, 2009; Ahemad and Kibret, 2014). Changes in soil conditions due to tillage and erosion, extreme weather events and capricious mutualistic interactions amongst microorganisms outside or within host plants can influence the biochemical, physiological and metabolic activities of microbial community and the survival of beneficial microorganisms (De Souza et al., 2015; Baez-Rogelio et al., 2016). A number of studies revealed that some beneficial microorganisms under certain growth and environmental conditions can also produce phytotoxic substances such as hydrogen cyanide (HCN) and other nitrogen and sulfur compounds that can adversely affect plant growth (Kremer and Souissi, 2001; Weise et al., 2013; Nadeem et al., 2014). Clearly, a better understanding of the responses of beneficial microorganisms to their environments will help the development of sustainable strategies that can maximize the effectiveness of microbial products and minimize the deleterious effects on plant growth.

Recently, research activities in the utilization of microorganisms that enhance plant growth via microbial volatile organic compounds (MVOCs) have been intensified based on the premise that they might provide an eco-friendly, cost-effective and sustainable strategy to benefit agriculture (Kanchiswamy et al., 2015a,b; Li et al., 2016). MVOCs are small (<300 Da) and vaporous/gaseous semiochemicals with relatively high vapor pressures, low boiling points and high levels of lipophilicity (Schulz and Dickschat, 2007; Lemfack et al., 2014). These compounds are mostly organic/hydrocarbon in nature (Audrain et al., 2015). Microorganisms from many bacterial and fungal species and genera are able to synthesize a plethora of MVOCs with various biological functions. According to a recent tally, 400 out of 10,000 microorganisms have been described for their ability to produce up to 1,000 MVOCs (Schulz and Dickschat, 2007; Lemfack et al., 2014; Peñuelas et al., 2014; Kanchiswamy et al., 2015b; Li et al., 2016). However, among the complex blends of MVOCs, only a handful have been demonstrated to function in PGP. For instance, 141 MVOCs were detected from 20 strains and 11 species of *Trichoderma* examined. Yet, only 18 compounds or 11% of the detectable pool were able to promote plant growth, whereas the remaining majority compounds were either neutral or inhibitory to plant growth (Lee et al., 2016). In some cases, phytopathogenic microorganisms are also capable of emitting PGP MVOCs but their positive activities are often subdued by strong phytotoxic substances and parasitic or pathogenic behaviors (Sánchez-López et al., 2016b; Cordovez et al., 2017). While specific correlation between microbe-derived volatiles and plant responses requires further examination and the mechanisms of action remain unknown in most cases, a growing number of studies have linked PGP MVOCs to diverse mechanisms. These include regulation of photosynthesis, starch accumulation, phytohormone homeostasis/signaling and cell expansion, activation of innate immunity and abiotic stress responses, reprogramming of developmental controls for promoted reproductive growth, and even altering the behaviors of other microorganisms through inter- and intra- kingdom microbial interactions (Ryu et al., 2003, 2004; Zhang et al., 2007; Minerdi et al., 2011; Pieterse et al., 2014; Bitas et al., 2015; Sánchez-López et al., 2016a,b; Cordovez et al., 2017; Farag et al., 2017; Tahir et al., 2017).

Despite these studies, challenges remain in applying MVOC-mediated PGP technology to crop production. More research is needed to identify and fully exploit novel MVOC-emitting microorganisms and develop effective deployment strategies (Ahmad et al., 2008; Berg, 2009; Kanchiswamy et al., 2015a; Turner and Meadows-Smith, 2016). In this study, we report on the discovery of a non-pathogenic airborne fungus *Cladosporium sphaerospermum*, strain TC09 that strongly stimulates plant growth through exposure *in vitro*. By using tobacco (*Nicotiana tabacum*) and pepper (*Capsicum annuum*) as models, conditions for fungal exposure and fungal cultivation to achieve optimal plant growth stimulation were investigated. We demonstrated growth stimulation, early flowering and fruit yield increases following a relatively short duration of *in vitro* MVOC exposure at seedling stage. Comparative transcriptome analysis was conducted to reveal differential gene expression associated with promoted plant growth and development. PGP activities following *in vitro* exposure using related fungal species and isolates were also compared.

## Materials and Methods

### Culture Media

Premixed medium powder containing basal salts and vitamins of MS medium (Murashige and Skoog, 1962) were purchased from PhytoTechnology Laboratories (Cat No. M519, Overland Park, KS, United States). For *in vitro* culture of plants, full strength MS medium supplemented with 30 g/L sucrose (Sigma-Aldrich, St. Louis, MO, United States, S5391) was prepared with pH adjusted to 5.8 using 1N KOH prior to addition of 7 g/L gelling agar (Sigma, A7921). The medium was then autoclaved at 121°C for 20 min and cooled down to 45°C prior to dispensing to Magenta GA7 vessels (100 ml per vessel) and 15 × 100 mm Petri dishes (30 ml/Plate).

### Species Identification of TC09

TC09 was an environmentally isolated strain of unknown fungus and was subsequently deposited at the Agricultural Research Service Culture Collection (NRRL) with an assigned #: NRRL 67603. To determine the species identity, single spore cultures were transferred to MS medium in Petri plates and incubated at 25°C. Fungal spores were collected from the cultures and kept in a 1.5 ml microcentrifuge tube at -20°C. Genomic DNA was isolated using the DNEasy Plant Mini Kit (Qiagen, Hilden, Germany). Briefly, conidia were removed from the freezer and liquid nitrogen was added to the microcentrifuge tube. The conidia were ground to a fine powder using a motorized pestle mixer (VWR Pellet Mixer, VWR, Intl., Radnor, PA, United States). The DNA was isolated following the manufacturer’s protocol with one exception; in the final step, DNA was eluted from the spin column using 100 μL hot (65°C) nuclease-free water. DNA concentration was determined using a Qubit^®^ 2.0 fluorometer and the dsDNA HS Assay Kit (Life Technologies, Carlsbad, CA, United States). Polymerase chain reaction (PCR) was performed with the genomic DNA as a template. The internal transcribed spacer 1 (ITS1) and ITS2 regions associated with the 5.8S ribosomal RNA (rRNA) gene in fungal organisms were targeted for species identification. Two reactions using primer pairs ITS1/2 and ITS3/4, respectively, were conducted in a Bio-Rad thermocycler using 30 reaction cycles each consisting of 94°C for 1 min, 60°C for 1 min, and 72°C for 3 min. Sequences of the primer pairs are as described by White et al. (1990) (Table 1). Both amplicons were visualized on a 0.8% agarose gel stained with ethidium bromide (EtBr) following electrophoresis. DNA products in single bands were purified from isolated gel blocks using Qiagen PCR Clean Up kit and DNA concentrations were quantified using a Nanodrop spectrophotometer. Purified DNA Products were subject to Sanger sequencing by Eurofins MWG Operon (KY, United States) and sequence data were analyzed using Geneious software (Biomatters Inc., Newark, NJ, United States).

**Table 1:** Oligonucleotide primers and amplicons targeting the internal transcribed spacer 1 (ITS1) and ITS2 regions associated with the 5.8S ribosomal RNA (rRNA) gene in fungi.

Sequence type	Sequence name	Sequence 5′ to 3′	Nucleotide
Forward primer	ITS1	TCCGTAGGTGAACCTGCGG	19
Reverse primer	ITS2	GCTGCGTTCTTCATCGATGC	20
Forward primer	ITS3	GCATCGATGAAGAACGCAGC	20
Reverse primer	ITS4	GGAAGTAAAAGTCGTAACAAGG	24
Amplicon	ITS1/2	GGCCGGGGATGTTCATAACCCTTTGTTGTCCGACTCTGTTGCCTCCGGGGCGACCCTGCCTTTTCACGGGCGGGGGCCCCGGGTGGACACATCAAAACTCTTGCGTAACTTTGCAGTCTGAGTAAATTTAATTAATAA	138
Amplicon	ITS3/4	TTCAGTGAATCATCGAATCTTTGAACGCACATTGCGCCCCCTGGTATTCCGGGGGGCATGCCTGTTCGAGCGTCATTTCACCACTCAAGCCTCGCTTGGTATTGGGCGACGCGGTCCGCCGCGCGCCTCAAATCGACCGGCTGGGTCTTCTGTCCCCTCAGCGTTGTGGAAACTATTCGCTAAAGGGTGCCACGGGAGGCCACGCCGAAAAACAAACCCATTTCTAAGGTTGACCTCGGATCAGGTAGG	249

To determine phylogenetic relationships, DNA sequences of 145 related fungal species/isolates with over 95% homology to the consensus sequence of the ITS3/4 primer pair-amplified PCR products were retrieved via a BLAST search of GenBank database. The sequences were aligned and analyzed using default settings of the Phylogeny Module of CLC Genomics Workbench software program (Version 10, Qiagen, Redwood City, CA, United States) with Neighbor-Joining method with 1,000 bootstrap replicates.

For microscopic examination, TC09 was grown on PDA (Potato dextrose agar) or MS media for 7–10 days at 22°C under continuous light. Squares of transparent adhesive tape (Scotch Magic tape, 3M, St. Paul, MN, United States) were gently placed along the edge of the colony with forceps. Tape squares were removed from the colony margin and stained for 20 min with 1% aqueous Calcofluor white M2R (Fluorescent brightener 28, Sigma, St. Louis, MO, United States). Tape squares were gently rinsed in sterile distilled water and mounted between drops of 50% glycerol under a glass cover slip. The cover slip was affixed in place using clear nail polish. Mounted specimens were visualized through confocal microscopy (Zeiss LSM-800, Carl Zeiss AG, Oberkochen, Germany) and images were captured using the manufacturer software.

### Assay of TC09 Promotion Activities on Tobacco Plant Growth

Tobacco seeds (*Nicotiana tabacum* cv. “Samsun”) were surface-sterilized by rinsing briefly in 95% ethanol and then immersed in 20% (v/v) bleach containing 8.25% w/v sodium hypochlorite with constant agitation for 10 min. After 3× rinse with sterile water, seeds were then spread evenly on the surface of MS medium in Petri plates. The plates were sealed with plastic wrap and maintained at 25°C under 16-h light (50 μmol m^2^ s^1^) and 8-h dark photoperiods for 6 days. Seedlings with fully expanded cotyledons were selected based on a uniform plant size and an appearance free of abnormality (∼80–90% of sowed seeds).

TC09 inoculant in aqueous conidial suspension was prepared by first culturing the fungal conidia on MS plate for 1 week followed by collecting conidia in sterile 0.01% Triton X-100/water solution and adjusting density to 10^5^ conidia per ml prior to use or storage at -80°C. For initial experiments, fungal cultures grown in Eppendorf tubes were placed inside the plant tissue culture vessel but physically separated using sealed biological filters that restrict the movement of conidia but not volatiles. First, aliquots of 300 μl warm MS medium were poured into 1.5 ml Eppendorf microcentrifuge tubes. Tubes were positioned diagonally to form a slant surface while cooling in laminar flow hood. Ten microliters of an aqueous conidial suspension of TC09 was transferred onto the surface of the medium in each tube and thus inoculated tubes were plugged with a sterile aerosol substance- and liquid-resistant filter (Rainin #17001945, Mettler Toledo, Oakland, CA, United States). Two tubes were directly inserted at separate corners of a Magenta GA7 vessel containing three tobacco seedlings each. The vessels were then sealed with plastic wrap and maintained under light conditions with a 16-h photoperiod at 25°C. Plant growth was monitored and compared to controls grown without fungal cultures.

In subsequent experiments open-end culture tube closures (Sigma C5791) were used to reduce premature build-up of condensation water on the surface of the fungal mycelium as found in above microcentrifuge tube setting. Each sterile closure contained 5 ml semi-solid MS medium followed by addition of 10 μl of TC09 suspension as inoculant. One inoculated closure was then placed in each Magenta GA7 vessel that contained three tobacco seedlings for fungal exposure treatment. For controls, a MS-containing closure without fungal inoculant was added. Vessels were placed under above-mentioned light conditions at 25°C. To measure plant growth promotion under *in vitro* conditions, a 20-day exposure duration was employed which was comparable to previous studies using tobacco (Paul and Park, 2013; Lee et al., 2016).

Three plants were grown in each replicate vessel and three vessels were used per treatment. The experiment was conducted three times unless otherwise stated. Plant growth was determined by measurement of major growth parameters including total plant height, total plant fresh weight, stem length, number of traceable leaves, root system length, and length of largest leaf. Data were analyzed by using SAS statistics program with standard statistical approaches including standard error, *t*-test (two means), ANOVA and Tukey’s HSD mean separation test (multiple means) with a statistical significance level *P* < 0.05.

### Effect of TC09 Exposure Duration and Sugar Concentration

For experiments to test the effect of exposure time under *in vitro* conditions, control tube closures with medium-only (CK) and those with fungal cultures were placed in vessels containing tobacco seedlings. Fungal cultures were then removed after an incrementally extended exposure duration from 1, 4, 10, or 20 days. Vessels containing medium only were treated as 0 day and served as a control. All plants were allowed to grow continuously in the vessels until 20 days after introduction of fungal cultures when growth was measured. The experiment was conducted two times.

A total of six sucrose concentrations including 0, 5, 10, 20, 30, and 40 g/L were incorporated in MS medium and used to culture tobacco seedlings. Introduction of TC09 cultures in tube closures to Magenta GA7 vessels was carried out as aforementioned. After a 20-day fungal exposure, plants were collected, measured and analyzed as described above. Experiments were conducted two times.

### Plant Growth Under *ex vitro*/Soil Conditions in the Greenhouse

*In vitro* grown plants following fungal exposure were transplanted to potting soil mix (Metro Mix 360, Sun Gro Horticulture, Canada) and maintained in a greenhouse to monitor growth. Soil mix was pre-sterilized by autoclaving at 121°C for 90 min prior to use. Plants were maintained in a greenhouse. Six to ten individual tobacco plants from each treatment and untreated controls were transplanted for each test and experiments were conducted three times. Plant growth and development were evaluated via periodic measurement of plant height and total leaf numbers over the course of 70 days beginning from the time the seeds were sown. Experimental data were analyzed using standard statistical approaches as mentioned above.

### Effect of TC09 Growth Media on Plant Growth Promotion

A total of six media were examined for fungal cultivation including MS (Murashige and Skoog, 1962), PDA (potato dextrose agar), Czapek (CYA, Czapek-DOX Yeast agar), Malt (Malt extract agar), yeast (Yeast extract extract) and Hutner’s medium. Formula and preparation procedures for the last five culture media were described previously (Sinclair and Dhingra, 1995). Organic potatoes were purchased locally and used to prepare potato infusion and PDA medium. For these experiments, tobacco and closure-mediated method for fungal exposure were employed. Final determination of plant growth was made at the end of an exposure duration of 20 days. There were three plants per replicate vessel and three vessels per treatment. The experiment was repeated twice.

### Effect of TC09-Related Fungal Species/Isolates on Plant Growth Promotion

Comparative assays were performed to determine the effectiveness of exposure *in vitro* using various species and isolates belonging to *Cladosporium* that were kindly provided by Dr. Frank M. Dugan of USDA (59 Johnson Hall, WSU, Pullman, WA, United States). These include *C. sphaerospermum* NRRL8131, *C. cladosporioides* 113d, *C. asperulatum* 208db, *C. subtilissimum* WF99-209, *C. cladosporioides* W99-175a, and *C. macrocarpum* Clad ex Phyl 8. Tobacco plants were used for growth comparison using MS medium for fungal culture. Three replicate vessels with three plants each were used for each treatment. The experiment was repeated twice.

### Comparative Transcriptome Analysis of Tobacco Plants Following Exposure to TC09

Transcriptome analysis was carried out using total RNA isolated from tobacco seedlings grown under *in vitro* conditions with or without TC09 exposure for 10 days. For RNA isolation, shoot tips carrying the apical meristem and three to four terminal leaves were collected from each replicate plant, placed in 1.5 ml microcentrifuge tubes, and immediately immersed in liquid nitrogen. Samples were pulverized into a fine powder using Geno/Grinder 2010 (SPEX Sample Prep, Metuchen, NJ, United States). Total RNA was then extracted from 100 mg tissue powder using the RNeasy^®^ Plant Mini Kit per manufacturer’s instructions (Qiagen, Redwood City, CA, United States). There were four biological replicates from each treatment. RNA sequencing was performed by Genewiz via Illumina HiSeq platform (50 bp single-end reads) (South Plainfield, NJ, United States). Raw sequences were paired, trimmed and filtered to obtain quality reads. Reads were mapped to the *Solanum lycopersicum* reference genome with CLC Genomics Workbench (version 10, Qiagen, Redwood City, CA, United States) using default parameters (The Tomato Genome Consortium, 2012). Differentially expressed genes (DEGs) were identified using false discovery rate (FDR) ≤ 0.05. Genes were annotated per referenced tomato (*S. lycopersicum*) transcriptome dataset available on https://solgenomics.net and associated gene ontology (GO) terms. The RNAseq data was deposited to NCBI GEO under reference ID GSE120288.

### Effect of TC09 Exposure *in vitro* on Pepper Plant Growth and Production

Two different varieties of pepper (*Capsicum annuum*), cayenne pepper ‘Long Thin’ and sweet bell pepper ‘Minisweet Pepper Mixed,’ were tested to determine growth response to TC09 exposure *in vitro*. Pepper seeds were acquired from commercial source (Plantation Product LLC., Norton, MA, United States) and sterilized by previously described method prior to *in vitro* cultivation or seeded directly in the soil as controls. Germinated pepper seedlings were exposed to closure-contained TC09 while culturing on MS medium in GA7 vessels for 20 days and then transplanted to soil in 8-inch pots. Plants were maintained in the greenhouse using standard management practice. Plant growth and fruit production were monitored continuously until fruit ripening. In these experiments each treatment consisted of four to five individual plants. Experiments were conducted two times each in a similar seasonal span from late winter to early spring in 2017 and 2018, respectively.

## Results

### Isolation and Species Identification of TC09 Fungus

An airborne fungal contaminant on a tissue culture plate containing tobacco seedlings growing on MS medium was isolated and single-spore purified based on the preliminary visual observation that plants in the contaminated plate grew much larger than comparable plants on uncontaminated plates. To identify the species, DNA was extracted and the internal transcribed spacer was amplified by PCR and subsequently sequenced. The sequence of the two fragments generated from the primer pairs are specified in Table 1.

Upon comparison with existing sequences, the 138 bp ITS1/2 amplicon was 100% identical to a GenBank accession KU926349.1 belonging to *Cladosporium sphaerospermum* isolate UACH-124. The 249 bp ITS3/4 amplicon was 100% identical to a GenBank accession KX982238.1 of *Cladosporium sphaerospermum* strain 7. Phylogenetic analysis of 148 sequences homologous to the ITS3/4 amplicon that were available in GenBank showed that TC09 clusters with known isolates of *C. sphaerospermum* (Supplementary Figure S1).

To confirm the results of genetic identification, TC09 was cultured on PDA medium, which is commonly used as a standard condition for fungal species identification. TC09 colonies grew to 20 mm and 35 mm in diameter during 7 and 14 days, respectively, on PDA at 20°C.=. Colonies were olivaceous-gray in the center and olivaceous to iron-gray in the outer region (Supplementary Figure S3A). On the reverse they were iron-gray and turned almost blackish at 14 days. Conidiophores were not much differentiated, occasionally branched with conidia produced in branching chains with variable shapes with smaller size toward the apex (Supplementary Figures S3B,C). Intercalary conidia were 1.7–3.2 × 2.4–8.0 μm and terminal conidia 1.9–2.5 × 2.1–2.9 μm. Hyphae was 2.6–3.2 μm wide, sparsely to profusely branched at 45–90° angles, distinctly septate with cell length averaging 17.5 μm and ranging from 12.4 to 27.3 μm (Supplementary Figure S3D). Collectively, the morphological results were consistent with TC09 being an isolate of *C. sphaerospermum* as described by Dugan et al. (2008) and Ababutain (2013).

### Stimulation of Plant Growth Is due to *in vitro* Exposure to TC09

Since the fungal mycelium and tobacco plants appeared to be physically separated in the original contaminated culture plate, possible involvement of MVOCs in plant growth promotion was investigated. Tobacco plants were tested with and without the inclusion of biological filter-sealed Eppendorf tubes containing TC09 in Magenta culture vessels. In this manner, the plants were exposed only to volatiles produced by the fungus. Visual observation indicated that plants with fungal exposure for 10 days exhibited more vigorous growth and thicker stems, larger leaves, and a more robust root system relative to plants without fungal exposure (Figure 1A). No conidia from the filter-sealed Eppendorf tubes were visually detected in either the culture vessel headspace or plant culture medium.

**FIGURE 1:**
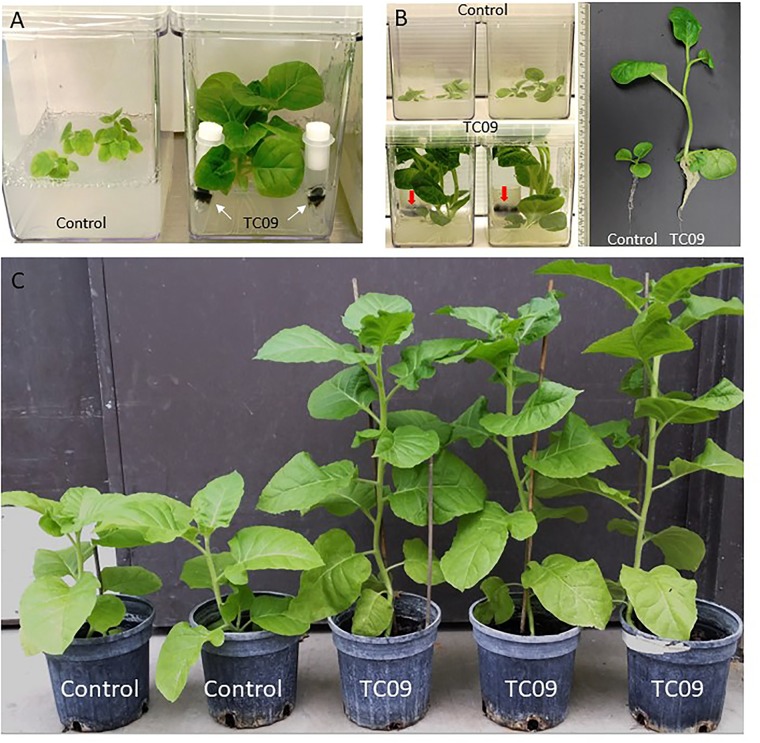
Growth promotion of tobacco by exposure to TC09. **(A)** Control tobacco plants without fungal exposure (left) and plants exposed to physically separated TC09 contained in filter-sealed microcentrifuge tubes (right). Arrows indicated the fungus with dark-colored mycelium. Photograph was taken 10 days after fungal exposure. **(B)** Tobacco plants exposed to TC09 contained in open-end tube closures. Images were taken 20 days after introduction of fungal cultures. Left and upper row: control plants without TC09 exposure in triplicates per vessel, Left and lower row: plants with exposure to fungal cultures in triplicates per vessel. Arrows indicate TC09 mycelium in closure. Right panel: representative plants of control (left) and TC09-exposed treatment (right). **(C)** Evaluation of plant growth in greenhouse following *in vitro* seedling treatment with or without TC09 exposure. Plants with (right three) or without (left two) exposure to TC09 for 20 days were transplanted to soil and maintained in greenhouse using standard management practices. Photograph was taken 70 days after seed sowing.

Next, plant growth stimulation was quantified using a 20-day exposure duration and open-end culture tube closures to prevent excessive condensation in the fungal culture. Exposed plants grew larger and filled up the headspace of culture vessels, produced elongated stems with larger diameters and longer internodes as well as a larger root systems as compared to controls (Figure 1B). Plants were subsequently transplanted to soil and growth differences were maintained (Figure 1C).

As compared to controls, the individual plants following 20-day *in vitro* exposure treatment exhibited the following growth increase: 25-fold for stem length, 15-fold for shoot biomass, 15-fold for root biomass, 3-fold for base-to-top length of largest leaf, and 10-fold for largest leaf biomass (Figure 2). Results from repeat experiments essentially gave rise to similar increased levels of plant growth with exposure to the fungal culture (data not shown). When planted in soil, the treated plants maintained a near twofold increase in height and in leaf number at 70 days post seed sowing relative to controls (Figures 3A,B).

**FIGURE 2:**
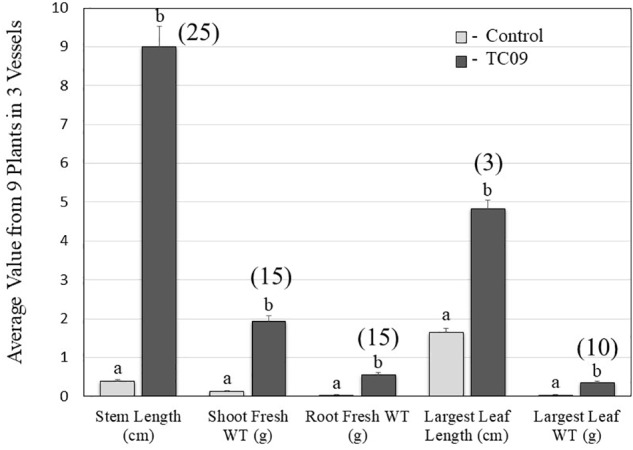
Quantification of five growth parameters of control and TC09-exposed *in vitro* tobacco plants. Six-day-old tobacco seedlings following seed sowing were exposed to medium-containing closures (control) or fungal culture containing closures for 20 days and then subject to measurement to determine growth status. Values represent means obtained from triplicate vessels for each treatment. Each vessel contains three individual plants. Data in shaded bars from TC09-exposed plants were converted into fold increase over corresponding values from control plants and labeled in parentheses. Standard errors of the means were marked as vertical lines. Paired treatments sharing a letter on top of bars are not significantly different at *P* > 0.05 based on Tukey’s test.

**FIGURE 3:**
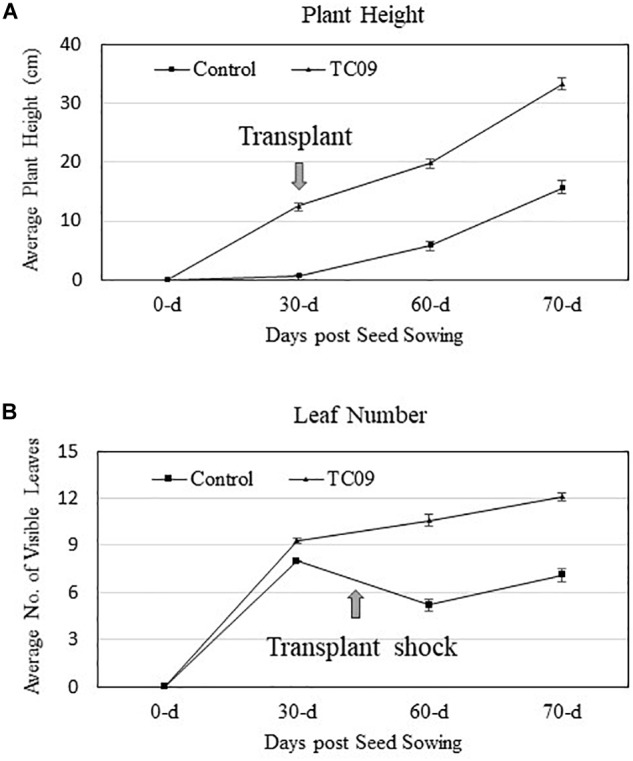
Stem growth and leaf production of greenhouse-grown tobacco plants with or without *in vitro* exposure to TC09. Thirty-day-old plants with or without prior fungal exposure for 20 days were transplanted to soil and maintained in greenhouse using standard management practices. Plant height and the number of visible fully expanded leaves per plant were determined periodically. **(A,B)** Graphs denote changes in height and leaves, respectively, during the monitored growth period. Values represent average data from nine replicated plants per treatment and two repeated experiments.

### Effect of TC09 Exposure Duration on Plant Growth

The potency of PGP activity of TC09 was ascertained using incrementally extended exposure durations. Visual inspection at the end of a 26-day culture period post seed sowing indicated that 1-day exposure of tobacco seedling to the freshly set-up TC09 culture was sufficient to double the plant size as compared to plants without exposure (0 day vs. 1 day) (Figure 4A). Plant growth was incrementally increased after 4-, 10-, and 20-day exposures with 10 days being maximal (Figure 4A). Based on measurements of major growth parameters, 10-day or 20-day exposure duration led to increase in stem length, stem caliper (diameter), and total plant biomass 16-, 3-, and 12-fold, respectively, over the control without TC09 exposure (Figure 4B). Repeated experiments yielded similar results (data not shown).

**FIGURE 4:**
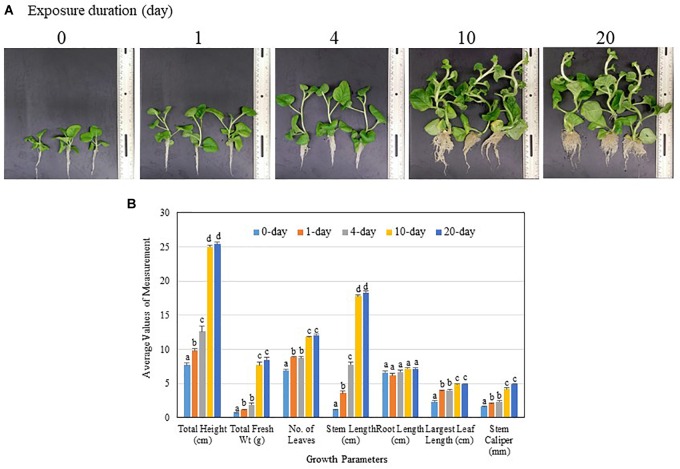
Effect of MVOC exposure duration on tobacco growth under *in vitro* conditions. Seedlings 6 days after seed sowing were exposed to TC09 for specified durations from 1, 4, 10 to 20 days as TC09 exposure treatments or maintained without MVOC exposure (0 day as control). Plants were then allowed to grow continuously until the time for the last treatment was met, i.e., 20 days of exposure. **(A)** Representative plants from each treatment taken at the end of 26-day cultivation. Exposure durations were labeled on each image. **(B)** Values of seven growth parameters of control and TC09-exposed *in vitro* tobacco plants determined at the end of 26-day cultivation using various exposure duration. Bar values represent means from triplicate culture vessels for each treatment with each vessel containing three plants. Lines on top denote standard errors. Means sharing a letter in the group label are not significantly different at *P* > 0.05 according to Tukey’s test.

### Effect of Sucrose Concentration and TC09 Exposure on Plant Growth

To investigate whether carbon source availability was a contributing factor for PGP activity, various concentrations of sucrose were tested in conjunction with TC09 exposure for 20 days. Without fungal exposure, tobacco plants did not show any measurable increase in growth rate in response to increasing concentrations of sucrose in the medium (Figure 5). When plants were exposed to TC09, only minimal plant growth promotion was observed in media containing 0 and 5 g/L sucrose whereas significant growth promotion was achieved when plants were maintained on a medium containing > 10 g/L sucrose (Figure 5). These results were also confirmed in a repeat experiment (data not shown).

**FIGURE 5:**
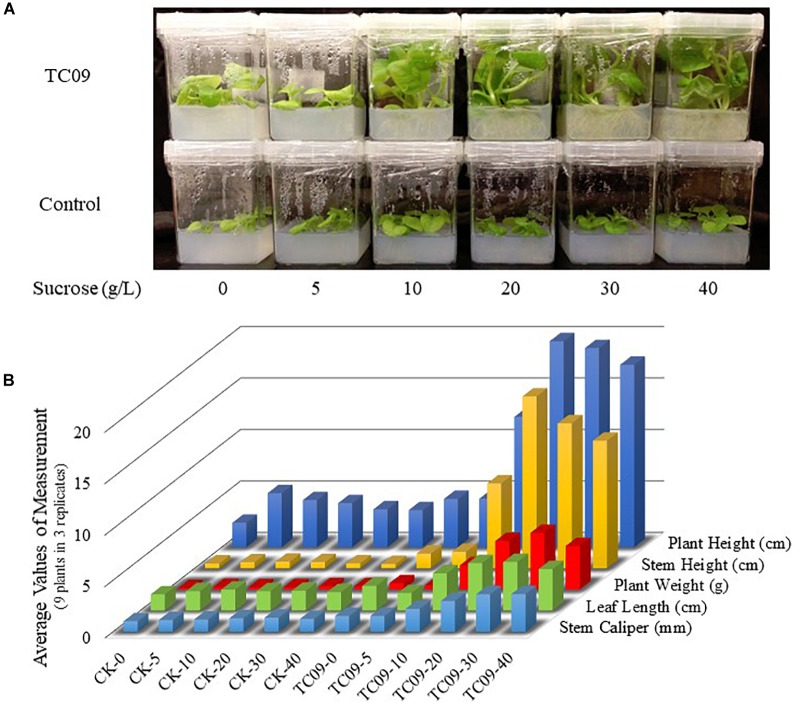
Effect of sucrose concentration and TC09 exposure on tobacco growth under *in vitro* conditions. Seedlings 6 days post seed sowing were cultured on MS medium containing various concentrations of sucrose and exposed to freshly prepared TC09 culture in tube closure. **(A)** Plants were imaged 20 days after inset of fungal exposure. **(B)** Bars represent average values of growth parameters from three plants in each culture vessel with three replicate vessels per treatment.

### Effect of Fungal Culture Media on PGP Activities of TC09

Initial PGP activity of TC09 was characterized using MS medium. Thus, to investigate the influence of culture conditions, several common fungal media were also tested. Variations in visual size and morphology of TC09 mycelium were discernable among various culture media used (Figure 6). Noticeable differences in the level of PGP activity of fungal cultures on various media were also observed (Figure 6). Twenty days post treatment, plants were measured to determine growth differences including total plant height, total plant biomass, stem length, and length of largest leaf. Results revealed that the order of growth stimulation level from highest to lowest among tested fungal culture media was as follows: MS>PDA>Czapek>Yeast>Malt>Hutner’s (Figure 6B). Hutner’s medium contained rich vitamins and the same amount of sucrose as MS medium, but it showed the lowest levels of TC09 growth and PGP activity. On the other hand, Malt and Yeast media, both with reduced PGP activities as compared to MS, encouraged vigorous TC09 growth with comparable colony sizes to that of other media except for Hutner’s medium. In addition, Malt medium seemed to increase hydrophilicity of the mycelium of TC09 and promote hyphal penetration into culture medium (Figure 6A). We conducted a repeat experiment and observed an identical trend of growth stimulation associated with various fungal media (data not shown).

**FIGURE 6:**
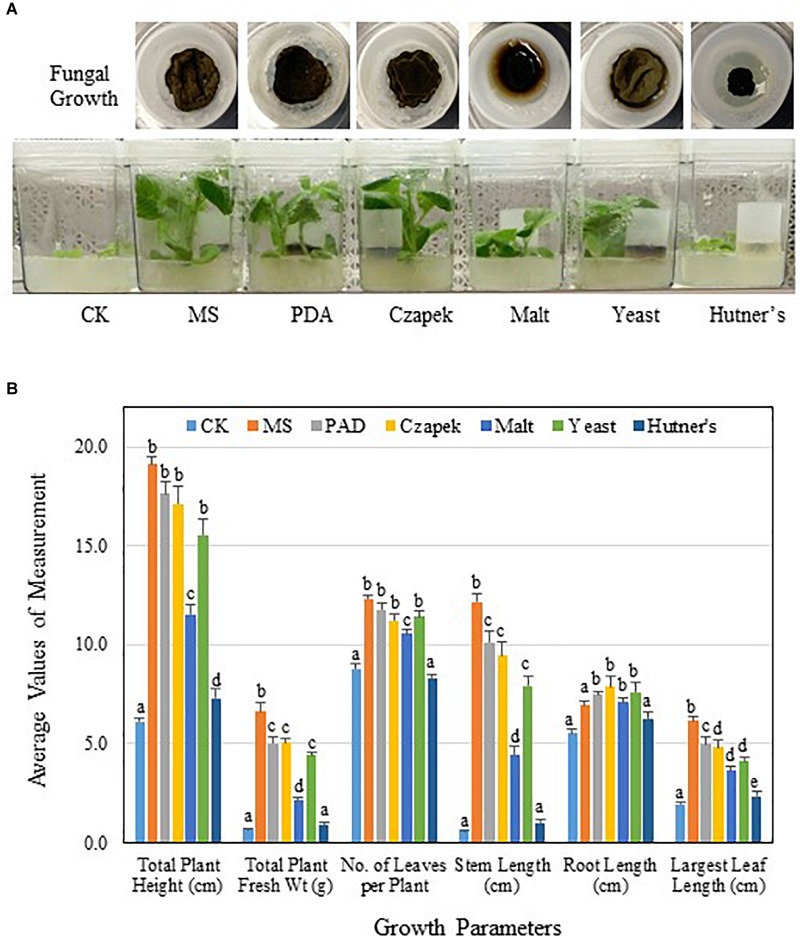
PGP activity of TC09 affected by fungal culture media. **(A)** Fungal growth or hyphal development in various culture media and corresponding plant growth promotion. TC09 cultures were initiated in closures and used for exposure to 6-day-old tobacco seedlings according to described procedure. Images were taken 2 weeks after exposure initiation. Abbreviated names of fungal culture media are labeled. **(B)** Major growth parameters of control and TC09-exposed *in vitro* tobacco plants using various fungal culture media. Measurements were made 20 days after fungal exposure. Values represent means of three plants each of triplicate vessels per treatment. Standard errors of the means were labeled as vertical lines. Means sharing a letter in the group label are not significantly different (*P* > 0.05) according to Tukey’s test.

### Comparison of PGP by TC09 and Other Related Fungi

To investigate whether the observed PGP activity was unique to TC09-or common among related fungal species, we compared a total of seven *Cladosporium* species/isolates for their ability to promote *in vitro* tobacco growth. All strains exhibited PGP activity as compared to control without fungal exposure, although there were measurable differences among the species/isolates (Figure 7A). After 20 days of exposure, TC09 gave the highest level or PGP activity in five out of seven growth parameters measured (Table 2). Exposure to *C. sphaerospermum* NRRL8131 produced the longest stems among all compared fungi (Table 2). Colony morphology and growth pattern of various *Cladosporium* fungi when cultured on MS medium were also noticeably varied (Figure 7B). Four of the tested fungi including *C. sphaerospermum* TC09 (1), *C. sphaerospermum* NRRL8131 (2), *C. cladosporioides* 113 db (3) and *C. asperulatum* 208 db (4) produced mycelium in a similarly large diameter and dark greenish brown color. The remaining fungi including *C. subtilissimum* WF99-209 (5), *C. cladosporioides* W99-175a (6) and *C. macrocarpum* Clad ex Phyl 8 (7) formed smaller, black colonies. *C. cladosporioides* W99-175a (6) is the only fungus which produced dark brownish compounds that penetrated into the culture medium, whereas all other fungi demonstrated hydrophobicity of the mycelium on MS medium (Figure 7B). Subsequently, we conducted a repeat experiment that yielded similar results (data not shown).

**FIGURE 7:**
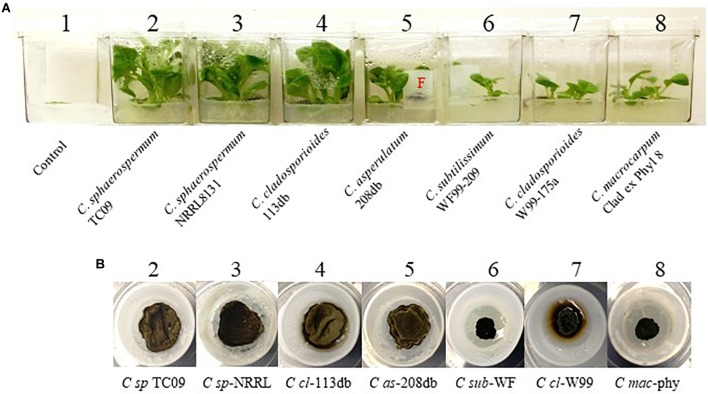
Comparison of growth stimulation activity of various isolates/species of *Cladosporium*. **(A)** Tobacco plants exposed for 15 days to seven isolates/species of *Cladosporium* along with controls without exposure (#1). Names of species and isolates of *Cladosporium* are labeled. F denotes fungal culture in a closure. **(B)** Mycelium of various compared fungi in closures containing MS medium.

**Table 2:** Fold increase over control of growth parameters from tobacco plants exposed to MVOCs emitted by various *Cladosporium fungi*.

Growth parameters	Item	Species/isolates of *Cladosporium*							
		
		CK	*C sp* TC09	*C sp* NRRL	*C cl* 113 db	*C as* 208 db	*C sub* WF	*C cl* W99	*C mac* phy
Total plant	Average (SD)	4.63 (0.880)	16.92 (0.657)	17.44 (1.079)	17.07 (2.389)	16.66 (1.316)	10.71 (1.263)	12.19 (0.686)	8.78 (1.241)
height (cm)	Fold over CK^5^	0	2.7	**2.8**	2.7	2.6	1.3	1.6	0.9
	SD label^1^	a	b	b	b	b	c	c	d
Total plant	Average (SD)	0.05 (0.015)	6.22 (0.829)	4.21 (1.063)	4.76 (0.595)	3.65 (1.170)	1.18 (0.311)	1.50 (0.709)	1.18 (0.179)
fresh Wt (g)	Fold over CK	0	**123.4**	83.1	94.1	72.0	22.7	29.1	22.6
	SD label	a	b	c	c	c	d	d	d
No. of leaves	Average (SD)	5.7 (0.707)	10.4 (0.527)	8.9 (0.500)	8.6 (0.500)	9.7 (0.333)	8.7 (0.527)	8.4 (0.527)	7.3 (0.500)
per plant	Fold over CK	0	**0.8**	0.6	0.5	0.7	0.5	0.5	0.3
	SD label	a	b	c	c	b	c	c	d
Stem	Average (SD)	0.30 (0.050)	10.59 (0.764)	11.72 (1.045)	11.20 (1.997)	11.27 (1.054)	4.22 (1.032)	6.04 (0.704)	2.81 (0.562)
length (cm)^2^	Fold over CK	0	34.3	**38.1**	36.3	36.6	13.1	19.1	8.4
	SD label	a	b	b	b	b	c	c	c
Root	Average (SD)	4.33 (0.910)	6.33 (1.067)	5.72 (0.885)	5.89 (0.985)	5.39 (1.179)	6.49 (0.800)	6.14 (0.987)	5.97 (0.837)
length (cm)^3^	Fold over CK	0	**0.5**	0.3	0.4	0.2	0.5	0.4	0.4
	SD label	a	b	a	b	a	b	b	b
Largest leaf	Average (SD)	0.50 (0.087)	5.48 (0.576)	5.02 (0.733)	5.13 (0.572)	4.02 (1.017)	2.70 (0.695)	3.11 (0.622)	3.13 (0.180)
length (cm)^4^	Fold over CK	0	**10.0**	9.0	9.3	7.0	4.4	5.2	5.3
	SD label	a	b	b	b	c	d	cd	cd
Stem	Average (SD)	0.92 (0.136)	4.35 (0.235)	3.44 (0.575)	3.39 (0.317)	3.17 (0.521)	1.74 (0.345)	2.09 (0.416)	2.22 (0.417)
diameter (mm)	Fold over CK	0	**3.7**	2.7	2.7	2.4	0.9	1.3	1.4
	SD label	a	b	c	c	c	d	d	d

*Names of species and isolates are abbreviated and described in the section “Materials and Methods.” Average values were derived from triplicate vessels with three plants each for each treatment. Highest values of fold increase over control (CK) in each category were in bold letters. ^*1*^ Significant difference label generated by Tukey’s mean separation test. Average values sharing a letter within a growth parameter are not significantly different at P = 0.05. Data were averaged from three plants in each replicate vessel and three vessels per treatment. ^*2*^ The length of stem segment measuring from the base of the plant to the top of shoot apex. ^*3*^ The length of root system measuring from the base of the plant to the tip of longest root. ^*4*^ The vertical length of the blade of a largest leaf of each plant excluding petiole. ^*5*^ Fold over CK reflects average value fold increase of treatment over control as follows:*$\text{Fold over CK=}\frac{\text{Average value of treatment-Average value of control}}{\text{Average value of control}}$

### RNAseq Analysis of Differential Gene Expression (DEG) Associated With TC09 Induced Growth Promotion

To assess host responses at the RNA level, tobacco seedlings treated with and without TC09 exposure for 10 days were subject to RNAseq analysis to identify DEGs. 

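Total RNA of tobacco (Nicotiana tabacum) shoot tips was sequenced from 4 control and 4 TC09-exposed libraries, all taken after 10 days. The libraries carry the numbers 9 to 12 (control) and 13 to 16 (TC09-exposed) in the sample labels. The paper describes each replicate as a plant, whereas the labels describe tissue of the 3 seedlings of a vessel collected in each tube. The exposure was given to a vessel, which held 3 seedlings. If the replicates are plants, some may have shared a vessel and would not be independent exposures. The tests here treat the 4 libraries of a group as independent. Any step of library preparation or sequencing that followed the library numbers cannot be told apart from the treatment. The paper gives a read length of 50 bp, and the labels give both 50 bp and 100 bp.
The authors mapped the trimmed reads to tomato (Solanum lycopersicum) sequences with CLC Genomics Workbench and deposited total gene reads, unique gene reads and TPM for 34725 tomato coding sequences. Tobacco reads were therefore counted on the genes of a related species, and a Solyc number names a tomato gene and not the tobacco gene itself. The control libraries held 7853857 to 9365844 total gene reads (median 8870110) and the TC09-exposed libraries 8129933 to 9674090 (median 9020149). These are reads assigned to genes, and all values here use them. The paper's number of about 20 M (M for 1e6) refers to quality reads per sample.
Total gene reads were compared between the groups with edgeR's quasi-likelihood test after TMM normalization, with Benjamini-Hochberg adjustment over the 19325 genes that passed edgeR's default filter on low counts. Levels are given as counts per 1e6 reads (CPM) normalized by TMM, as mean ± SD over the 4 libraries of a group. Reads that matched more than 1 gene made up 4.62% to 5.59% of the total gene reads of a library, so members of gene families may share reads. Gene names are those of Table 3, matched by the Solyc number.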

The sampling point was chosen based on the consistent levels of plant growth stimulation achieved following 10 days of MOVC exposure (Figure 4). Experimental design included four replicate TC09 treated plants and four untreated control plants sampled after 10 days of exposure. Approximately 20 million quality reads per sample were obtained. A total of 3,562 DEGs were identified consisting of 1,594 up-regulated and 1,968 down-regulated genes (Supplementary Table S1 and Supplementary Figure S2). 

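After 10 days of exposure to TC09, 1847 genes were higher and 2317 genes were lower than in the control seedlings at an adjusted p of 0.05 or less (edgeR), out of 19325 tested. Most of these changes were small, with a median of 1.61-fold among the higher genes and 1.62-fold among the lower genes. At least a 2-fold change was found in 510 of the higher and 610 of the lower genes, and at least a 4-fold change in 52 and 69. All 4 TC09-exposed libraries lay above all 4 controls in 1603 of the higher genes, and below them in 2092 of the lower genes. Over all genes tested the groups did not overlap in 25%, where chance gives 2.86%. Lower genes made up 55.6% of the calls. With scaling by total library size only, the calls were 3057 higher and 1663 lower (35.2% lower), because that scaling moved the median log2 fold change of all genes from 0.01 to 0.11. Leaving out control library 9, control library 11 or exposed library 13 reduced the number of called genes to 2636, 2648 and 2741. Of these, 1148, 1180 and 1185 were higher and 1488, 1468 and 1556 lower. Leaving out exposed library 14 raised the number to 5438 (2575 higher and 2863 lower), and each remaining library gave 3090 to 3897. Fewer libraries leave less information, which by itself can lower the number.

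**Figure D1:**
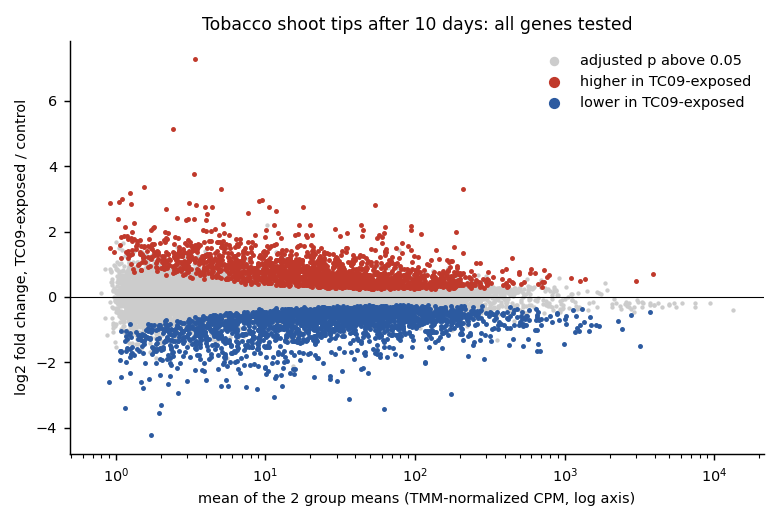
Log2 fold change (TC09-exposed over control) of each of the 19325 genes tested, against the mean of the control and exposed group means in TMM-normalized CPM on a log axis. Red points are the 1847 higher genes, blue points the 2317 lower genes and grey points the genes with an adjusted p above 0.05 (edgeR). Most colored points lie close to the zero line.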

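Repression in the TC09-exposed seedlings was mostly moderate, and 7 of the called genes fell at least 8-fold. Outside Table 3, the largest falls among genes whose libraries did not overlap were those of Solyc06g005330 and Solyc06g005320, which carry neighboring Solyc numbers. Solyc06g005330 had 3.26 ± 0.728 CPM (SD, n = 4) in the control and 0.164 ± 0.114 CPM (SD, n = 4) in the exposed libraries. Its log2 fold change was -4.22 (standard error 0.389, adjusted p = 0.00022, edgeR), and the exposed libraries held 6 reads of it in all. Solyc06g005320 had a log2 fold change of -3.53 (standard error 0.466, adjusted p = 0.00102, edgeR), with 122 reads over the control and 11 over the exposed libraries, and was -4.23 without exposed library 14 and -4.12 in limma-voom with library weights. Neither the deposited files nor Table 3 pair these numbers with a gene name. For the same reason genes of redox balance and of the photosystems were not analysed here.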

Overall, the most highly repressed DEGs included reactive oxygen response genes such as those encoding catalases and superoxide dismutases involved in redox balance as well as photosystem functions including photosystem II D1 core genes along with constituents of the cytochrome and ATP synthase complexes. 

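Of the 11 distinct genes that Table 3 places under cell expansion, all 11 were higher in the TC09-exposed libraries (adjusted p of 0.05 or less, edgeR), by 1.62-fold to 4.61-fold. They are 10 expansin genes and 1 extensin gene, extensins being structural glycoproteins of the cell wall. The extensin gene Solyc04g071070 was the most abundant of them, at 75.1 ± 17.7 CPM (SD, n = 4) in the control and 301.4 ± 96.8 CPM (SD, n = 4) after exposure. Its log2 fold change was 2.00 (standard error 0.255, adjusted p = 0.000871, edgeR), and every exposed library lay above every control library. Of the 8 genes placed under cell cycle, 6 were higher, none was lower and 2 did not pass the test (edgeR). All 8 passed when adjusted over the 55 tested genes of Table 3 alone. The study chose the genes of both groups from these libraries, so their counts are not independent evidence of a direction.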

Among the over-represented DEGs were a number of genes involved in cell wall biosynthesis, cell expansion and multiplication. 

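Table 3 lists 7 genes of phytohormone synthesis and regulation, of which 5 are auxin genes. All 6 that passed the filter on low counts were higher in the TC09-exposed libraries (adjusted p of 0.05 or less, edgeR). The 6 also passed when adjusted over the 55 tested genes of Table 3 alone. The groups of libraries did not overlap in any of the 7. The largest change among those tested was in a gene for cytokinin oxidase/dehydrogenase, the enzyme that breaks down cytokinins (Solyc04g080820). It rose from 1.75 ± 0.801 CPM (SD, n = 4) to 7.53 ± 3.04 CPM (SD, n = 4), a log2 fold change of 2.08 (standard error 0.351, adjusted p = 0.0031, edgeR). A GRAS family transcription factor, of the family that includes the DELLA regulators of gibberellin signaling (Solyc08g014030), rose from 1.13 ± 0.803 CPM to 4.08 ± 1.16 CPM (SD, n = 4 each). Its log2 fold change was 1.82 (standard error 0.416, adjusted p = 0.0125, edgeR). The list was picked by the study from these libraries. Genes of ethylene synthesis and response carry no names in the deposited files and were not analysed here.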

Numerous genes associated with the biosynthesis and response to phytohormones were differentially expressed with those related to auxin, gibberellin, and ethylene being the most abundant.

JA-inducible genes were notably up-regulated as the result of TC09 exposure. These included genes related to herbivore defense including proteinase inhibitors, Kunitz trypsin inhibitor, and *O*-methyltransferases – which catalyze multiple reactions in the biosynthesis of furanocoumarins (FCs) that act as insect repellants (Table 3).

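Table 3 holds 13 genes in its 3 groups on insect resistance. Of these, 10 passed the filter on low counts and all 10 were higher in the TC09-exposed libraries (adjusted p of 0.05 or less, edgeR). The same 10 passed when adjusted over the 55 tested genes of Table 3 alone. They include 1 protease inhibitor of the seed storage type, 1 Kunitz trypsin inhibitor, 1 major latex-like protein, 2 cytochrome P450 genes and 5 O-methyltransferases. The other 3 genes, a second latex-like protein and 2 O-methyltransferases, had too few reads for the filter. The groups of libraries did not overlap in 11 of the 13 genes. These genes were present at low levels, with group means below 10 CPM in all 13. The list was picked by the study from these libraries and is not independent evidence of its direction.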

**Table 3:** DEGs, associated major biological functions and expression changes from tobacco seedlings with exposure to TC09 for 10 days.

Annotation	Proposed function	Feature ID	Fold Incr
Auxin response factor 8B	Phytohormone synthesis and regulation	Solyc02g037530.3	2.3
Auxin-regulated IAA17	Phytohormone synthesis and regulation	Solyc06g008590.3	4.3
Auxin-regulated IAA19	Phytohormone synthesis and regulation	Solyc03g120380.3	2.6
Auxin-regulated IAA7	Phytohormone synthesis and regulation	Solyc06g053830.3	2.1
Auxin-regulated IAA16	Phytohormone synthesis and regulation	Solyc01g097290.3	2.1
GRAS family transcription factor	Phytohormone synthesis and regulation	Solyc08g014030.1	4.0
Cytokinin oxidase/dehydrogenase	Phytohormone synthesis and regulation	Solyc04g080820.2.1	4.3
Protease inhibitor/seed storage	Insect Resistance	Solyc01g066910.3	3.6
Kunitz trypsin inhibitor	Insect Resistance	Solyc06g072230.1	2.3
Major latex-like protein	Insect Resistance	Solyc05g046140.3	3.3
Major latex-like protein	Insect Resistance	Solyc05g046160.1	4.0
Cytochrome P450 family protein	Insect R, Coumarins biosynth	Solyc04g080100.3	3.4
Cytochrome P450	Insect R, Coumarins biosynth	Solyc04g083160.2	2.2
*O*-Methyltransferase 3	Insect R, Furanocoumarin biosynth	Solyc10g008120.2.1	1.9
*O*-Methyltransferase	Insect R, Furanocoumarin biosynth	Solyc01g111900.3	3.2
*O*-Methyltransferase-like protein	Insect R, Furanocoumarin biosynth	Solyc12g009110.1.1	3.0
*O*-Methyltransferase	Insect R, Furanocoumarin biosynth	Solyc06g064510.2.1	3.6
*O*-Methyltransferase	Insect R, Furanocoumarin biosynth	Solyc01g068550.2.1	4.0
*O*-Methyltransferase	Insect R, Furanocoumarin biosynth	Solyc10g047520.1.1	9.1
*O*-Methyltransferase	Insect R, Furanocoumarin biosynth	Solyc06g064500.2.1	14.6
Jasmonic acid 1 (JA-1)	ISR activation, JA signaling pathway	Solyc05g007180.3	2.3
Pathogenesis-related thaumatin	Defense	Solyc04g081560.3	4.4
Defensin	Defense	Solyc04g008470.3	4.0
Pathogenesis-related thaumatin	Defense	Solyc02g083790.3	2.3
Pathogenesis-related thaumatin	Defense	Solyc10g084840.2	2.3
Pathogenesis-related thaumatin	Defense	Solyc03g118780.3	2.3
Peroxidase	Defense	Solyc02g094180.3	2.3
Endoglucanase	Defense	Solyc12g055970.2	2.2
UDP-glucose glucosyltransferase	Glycosylation, hormone modulation	Solyc08g062220.2.1	-9.9
UDP-glucose glucosyltransferase	Glycosylation, hormone modulation	Solyc04g016220.2.1	-2.9
UDP-glucose glucosyltransferase	Glycosylation, hormone modulation	Solyc08g006330.2.1	-2.47
UDP-glucose glucosyltransferase	Glycosylation, hormone modulation	Solyc08g006350.2.1	-2.3
UDP-glucosyltransferase family 1 protein	Glycosylation, hormone modulation	Solyc12g042600.1.1	-2.2
UDP-glucose glucosyltransferase	Glycosylation, hormone modulation	Solyc08g006410.2.1	-2.2
Sucrose transporter-like protein	Alternative carbon assimilation	Solyc05g007190.2.1	1.5
Glucose-1-phosphate adenylyltransferase	Alternative carbon assimilation	Solyc01g109790.2.1	1.4
Glucose-6-phosphate translocator	Alternative carbon assimilation	Solyc07g064270.2.1	1.4
Glucose transporter 8	Alternative carbon assimilation	Solyc01g080680.2.1	1.8
UDP-glucose 6-dehydrogenase	Alternative carbon assimilation	Solyc02g088690.2.1	1.5
UDP-D-glucose dehydrogenase	Alternative carbon assimilation	Solyc02g067080.2.1	1.7
UDP-glucose dehydrogenase	Alternative carbon assimilation	Solyc03g115380.1.1	1.8
Cyclin A1	Cell cycle	Solyc11g005090.1.1	1.7
Cyclin-dependent kinase	Cell cycle	Solyc09g065200.2.1	1.8
Cyclin B	Cell cycle	Solyc12g094600.1.1	1.9
Cyclin D	Cell cycle	Solyc12g088650.1.1	2.1
Cyclin D3-1	Cell cycle	Solyc04g078470.2.1	1.8
Cyclin-like protein	Cell cycle	Solyc01g087450.2.1	2.3
Cyclin-dependent kinase regulator Pho80	Cell cycle	Solyc01g089850.2.1	2.6
Cyclin-dependent kinase	Cell cycle	Solyc01g090800.2.1	8.0
Extensin	Cell expansion	Solyc04g071070.2	4.4
Expansin-1	Cell expansion	Solyc06g076220.2.1	1.6
Expansin – pollen	Cell expansion	Solyc12g089380.1.1	1.6
Expansin	Cell expansion	Solyc02g081210.2.1	1.7
Expansin – pollen	Cell expansion	Solyc06g051800.2.1	2.1
Expansin – pollen	Cell expansion	Solyc09g010860.2.1	2.4
Expansin-1	Cell expansion	Solyc10g086520.1.1	2.5
Expansin – pollen	Cell expansion	Solyc00g017230.1.1	2.6
Expansin – pollen	Cell expansion	Solyc10g084780.1.1	2.9
Expansin B1 – pollen	Cell expansion	Solyc10g008440.2.1	3.0
Expansin	Cell expansion	Solyc10g084780.2	3.5
Expansin – pollen	Cell expansion	Solyc02g088100.2.1	4.7

*Fold change in expression levels was calculated based on means of four biological replicates for both control and MVOC-treated plants. Genes were annotated using GO terms and tomato (*Solanum lycopersicum*) reference genes available on https://solgenomics.net.*

Among cyclin-associated genes, cyclin A and B and two cyclin D genes increased twofold to threefold. 

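Among the 5 cyclin genes of Table 3, which encode the regulatory subunits of cyclin-dependent kinases, 3 were higher in the TC09-exposed libraries (adjusted p of 0.05 or less, edgeR) and 2 did not pass the test. Cyclin D (Solyc12g088650) rose from 10.4 ± 2.08 CPM (SD, n = 4) to 21.6 ± 6.76 CPM (SD, n = 4), a log2 fold change of 1.06 (standard error 0.239, adjusted p = 0.0119, edgeR). A cyclin-like gene (Solyc01g087450) rose 2.33-fold (log2 fold change 1.22, standard error 0.272, adjusted p = 0.0113, edgeR). Cyclin D3-1 (Solyc04g078470) rose 1.74-fold, with an adjusted p of 0.045 (edgeR) close to the threshold. Cyclin A1 (Solyc11g005090) had a 1.64-fold ratio with an adjusted p of 0.0843, and cyclin B (Solyc12g094600) a 1.88-fold ratio with an adjusted p of 0.0623 (edgeR). All 5 passed when adjusted over the 55 tested genes of Table 3 alone. The study picked those genes from the same libraries, so that adjustment is lenient and decides nothing about cyclin A1 or cyclin B. The call of cyclin D3-1 ended in limma-voom (adjusted p = 0.068) and without any single library except control library 10 or exposed library 14, with adjusted p between 0.00587 and 0.123 over all alternatives. Without control library 10 or exposed library 14, cyclin A1 (adjusted p = 0.0433 and 0.0112, edgeR; 0.0112 to 0.233 over all alternatives) and cyclin B (0.0374 and 0.0351; 0.0278 to 0.165) passed the test, as both did with DESeq2 (0.0472 and 0.0368).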

Two cyclin-dependent kinases (CDKs) genes increased twofold to eightfold, respectively, in expression. In addition, one CDK regulator gene showed a 2.6-fold up-regulated expression. 

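The CDK gene Solyc01g090800 had the largest change of the cell cycle genes in Table 3. It rose from 2.08 ± 1.25 CPM (SD, n = 4) in the control to 16.8 ± 2.81 CPM (SD, n = 4) in the TC09-exposed libraries, a log2 fold change of 2.98 (standard error 0.323, adjusted p = 0.000441, edgeR). The control libraries ranged from 0.78 to 3.54 CPM and the exposed libraries from 14.1 to 20.4 CPM. The other CDK gene, Solyc09g065200, rose from 12.2 ± 1.17 CPM to 22.3 ± 3.95 CPM (SD, n = 4 each), which is 1.82-fold (log2 fold change 0.86, standard error 0.145, adjusted p = 0.00303, edgeR). The groups of libraries did not overlap in either gene, and all reads of both were unique.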

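The gene annotated as a cyclin-dependent kinase regulator of the Pho80 type (Solyc01g089850) had 11.5 ± 1.86 CPM (SD, n = 4) in the control and 30.0 ± 5.52 CPM (SD, n = 4) after exposure to TC09. This is a log2 fold change of 1.39 (standard error 0.165, adjusted p = 0.000682, edgeR), and every exposed library lay above every control library.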

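Of the 5 auxin genes of Table 3, the 4 that passed the filter on low counts were all higher in the TC09-exposed libraries (adjusted p of 0.05 or less, edgeR). Adjusted over the 55 tested genes of Table 3 alone, which the study picked from these libraries, the same 4 passed. Auxin response factor 8B (Solyc02g037530), a transcription factor that binds auxin-responsive promoters, rose from 80.8 ± 6.26 CPM (SD, n = 4) to 175.9 ± 18.2 CPM (SD, n = 4), a log2 fold change of 1.12 (standard error 0.101, adjusted p = 0.00021, edgeR). IAA16 (Solyc01g097290) and IAA7 (Solyc06g053830), of the Aux/IAA family of auxin signaling repressors, rose 1.92-fold and 2.02-fold (adjusted p = 0.000211 and 0.00122, edgeR). IAA19 (Solyc03g120380) rose 2.57-fold (adjusted p = 0.0249, edgeR). IAA17 (Solyc06g008590) lay below the filter, with 19 reads over the control and 77 over the exposed libraries, and had a log2 fold change of 1.88 in the fit without the filter (standard error 0.465, adjusted p = 0.0181, edgeR).
Changes in the 7 genes listed under alternative carbon assimilation were smaller, from 1.34-fold to 1.78-fold. Here 6 genes were higher, none was lower and 1 did not pass the test (edgeR). All 7 passed when adjusted over the 55 tested genes of Table 3 alone. The study picked those genes from these libraries, so that count is not independent evidence. The sucrose transporter-like gene Solyc05g007190 rose from 14.6 ± 2.46 CPM to 21.6 ± 0.970 CPM (SD, n = 4 each), which is 1.47-fold (adjusted p = 0.0127, edgeR). The glucose-6-phosphate translocator Solyc07g064270 rose 1.40-fold (adjusted p = 0.0141, edgeR). Glucose transporter 8 (Solyc01g080680) had a ratio of 1.77 with an adjusted p of 0.0517 (edgeR), and its control libraries ranged from 15.2 to 37.3 CPM. It passed without control library 9 or exposed library 16 (adjusted p = 0.0103 and 0.0482, edgeR; 0.0103 to 0.138 over all alternatives) and with DESeq2 (0.0194). Glucose-1-phosphate adenylyltransferase (Solyc01g109790) had the smallest change of the 7 (1.34-fold, adjusted p = 0.0259, edgeR). Its call ended without control library 9, 10 or 11 or exposed library 13 (adjusted p = 0.078, 0.0539, 0.0727 and 0.0725, edgeR; 0.00832 to 0.078 over all alternatives). The call of IAA19 ended without control library 9 or 11 or exposed library 16 (adjusted p = 0.0648, 0.0617 and 0.0546, edgeR; 0.00305 to 0.0648 over all alternatives).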

A number of genes encoding auxin regulators and sugar transporters were also up-regulated. Expression of several gylcosyltransferases functioning in glycosylation was reduced 2- to 10-fold (Table 3).

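All 6 UDP-glucosyltransferase genes of Table 3, which encode enzymes that attach glucose to small molecules, were lower in the TC09-exposed libraries (adjusted p of 0.05 or less, edgeR). The 6 also passed when adjusted over the 55 tested genes of Table 3 alone, which the study picked from these libraries. In each of the 6 genes every exposed library lay below every control library. Solyc08g062220 had the largest change and fell from 3.64 ± 1.70 CPM (SD, n = 4) to 0.354 ± 0.296 CPM (SD, n = 4), a log2 fold change of -3.31 (standard error 0.513, adjusted p = 0.00209, edgeR). It rests on 121 reads over the control and 13 over the exposed libraries, 7 of them in library 14, without which the log2 fold change was -3.99. Solyc12g042600 fell from 24.4 ± 8.89 CPM to 11.2 ± 2.20 CPM (SD, n = 4 each), a log2 fold change of -1.12 (standard error 0.251, adjusted p = 0.0112, edgeR). Solyc04g016220 had a log2 fold change of -1.56 (standard error 0.434, adjusted p = 0.0286, edgeR).
The 3 genes with nearby numbers Solyc08g006330, Solyc08g006350 and Solyc08g006410 had log2 fold changes of -1.28, -1.21 and -1.12 (adjusted p = 0.00364, 0.00646 and 0.00451, edgeR). They are uncertain as separate genes, since 56.4%, 78.0% and 39.4% of their reads were unique. With unique reads only, their log2 fold changes were -1.56, -1.22 and -1.39. The call of Solyc04g016220 ended without control library 9, 10 or 11 or exposed library 15 (adjusted p = 0.0605, 0.0678, 0.0624 and 0.0574, edgeR; 0.00105 to 0.0678 over all alternatives).

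**Figure D2:**
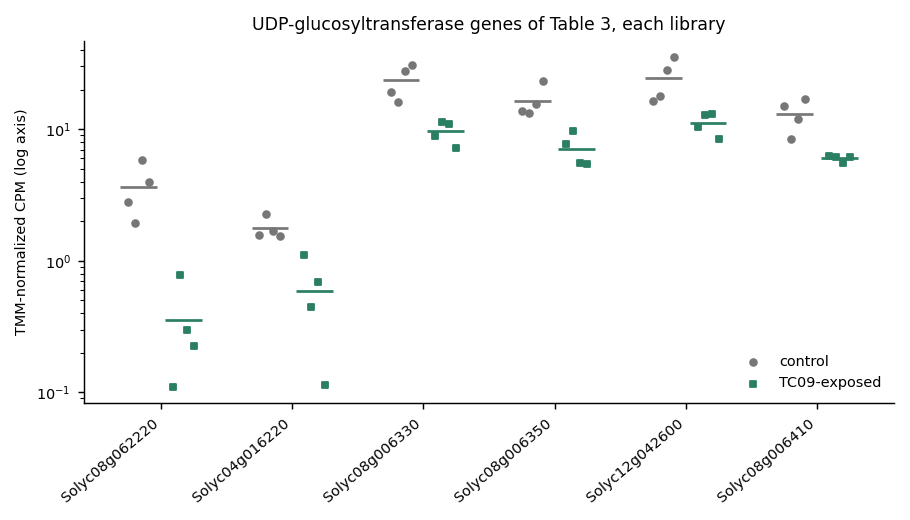
TMM-normalized CPM on a log axis of the 6 UDP-glucosyltransferase genes of Table 3. Grey circles are the 4 control libraries, green squares the 4 TC09-exposed libraries and horizontal lines the group means. In each gene the green squares lie below the grey circles, and the gap is widest in Solyc08g062220.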

### TC09 Exposure Increases Productivity in Peppers

Two varieties of pepper (*Capsicum annuum*) were used to investigate whether exposure to TC09 at the seedling stage could positively influence fruit production in a Solanaceous crop plant. Two independent experiments were carried out for each variety. The pepper seedlings were treated with and without TC09 for 20 days under *in vitro* conditions as described for tobacco. TC09–exposed cayenne and minisweet pepper plants responded to fungal stimulation in a growth pattern similar to tobacco and grew significantly larger than untreated controls that were either started in tissue culture or planted directly to soil. For cayenne pepper, following transplanting to soil, the first flowers among TC09-exposed plants were observed 20 days earlier than control plants along with a denser canopy and more branches (Figure 8A). By 116 days post seed sowing, visual inspection of the root system showed that TC09-exposed plants had more vigorous root growth than both direct soil seeding and tissue culture control plants without fungal exposure (Figure 8B).

**FIGURE 8:**
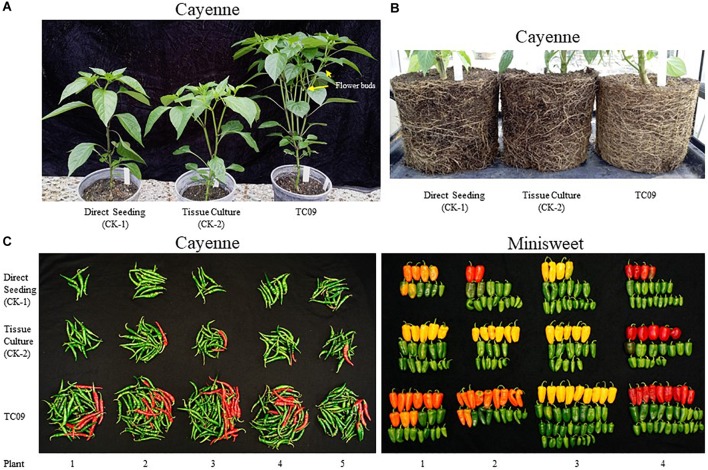
Plant growth and fruit production of pepper (*Capsicum annuum*) varieties cayenne ‘Long Thin’ and sweet bell ‘Minisweet Pepper Mixed’ promoted by exposure *in vitro* to TC09. TC09 exposure for 20 days at seedling stage was identical to that used for tobacco. **(A)** Representative cayenne plants from direct seeding, tissue culture and TC09 treatments at 50 days post seed sowing. **(B)** Representative belowground image of cayenne pepper plants from various treatments at 116 days post seed sowing to depict the density and development of fibrous root mass. **(C)** Lineup of fruits collected from cayenne pepper (left panel, at 116 days post seed sowing) and minisweet pepper (right panel, at 160 days post seed sowing) from all treatments. Fruits in reddish color indicate vine-ripening.

Cayenne peppers longer than 1 cm in length were collected from all plants at 116 days post seed sowing. Results showed that TC09-exposed plants had the heaviest fruit load and the most vine-ripened fruits (reddish color) among all treatments (Figure 8C, left panel). Similar patterns of fruit production and development were also observed in minisweet pepper when all fruits were collected at 160 days post seed sowing (Figure 8C, right panel). For cayenne pepper, TC09-treated plants produced on average 49 fruit per plant whereas direct seeding and tissue culture-treated plants only put out on average 10 and 18 fruit per plant, respectively. Likewise, for minisweet peppers, the number of fruits per plant from these three treatments were 28, 17, and 17, respectively (Figure 9A). Overall, the number of fruits per plant increased 174% and 62% for these two pepper varieties following exposure to TC09 as compared to tissue culture controls. When fruit weight was determined, cayenne pepper generated 173.1, 34.2, and 55.4 g of collected fruit per plant; and minisweet pepper produced 417.9, 247.8, and 272.0 g per plant for TC09, direct seeding and tissue culture treatments, respectively (Figure 9B). These results indicate that TC09 treatment gave rise to 213% and 54% yield increase over tissue culture control in cayenne and minisweet peppers, respectively. During the period from early 2017 to late 2018, we conducted a total of two experiments with minisweet pepper and three experiments with cayenne pepper. All results were highly consistent (data not shown).

**FIGURE 9:**
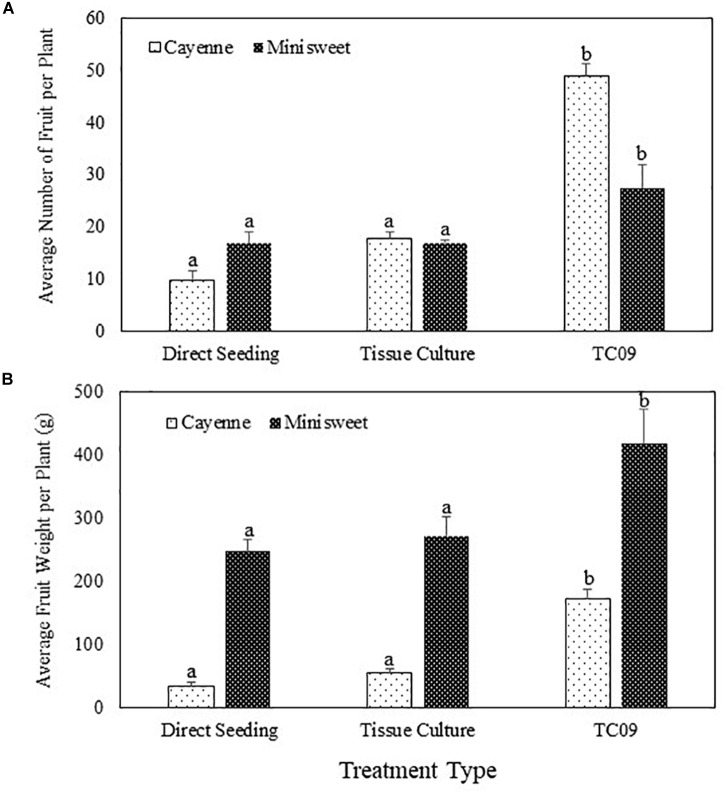
Fruit yield of pepper (*Capsicum annuum*) varieties cayenne ‘Long Thin’ and sweet bell ‘Minisweet Pepper Mixed’ promoted by exposure *in vitro* to TC09. Fruits were collected at 116 days and 160 days post seed sowing for cayenne and minisweet peppers, respectively. Greenhouse tests with these two pepper varieties were carried out separately at different time periods of the year due to space limitations. **(A)** Average number of fruit per plant. **(B)** Average fresh weight of fruit per plant. Standard errors of the means were labeled as vertical lines on top of data bars. Means sharing a letter in the group label are not significantly different (*P* > 0.05) according to Tukey’s test.

## Discussion

In recent years there have been an increasing number of reports on MVOC-mediated PGP by beneficial and, in some cases, phytopathogenic microorganisms (Ryu et al., 2003; Zou et al., 2010; Minerdi et al., 2011; Paul and Park, 2013; Kai and Piechulla, 2014; Kanchiswamy et al., 2015a; Sánchez-López et al., 2016b; Cordovez et al., 2017; Tahir et al., 2017). Reported MVOCs are able to stimulate photosynthesis, cell expansion and starch accumulation, early flowering and fruit development and enhance host defense and stress tolerance (Ryu et al., 2004; Zhang et al., 2007; Ahemad and Kibret, 2014; Pieterse et al., 2014; Liu and Zhang, 2015; Chung et al., 2016; Sánchez-López et al., 2016a; Cordovez et al., 2017). This work has highlighted potential benefits and opportunities to utilize MVOC-mediated technology to improve agriculture in an environmentally friendly and sustainable fashion (Berg, 2009; Kanchiswamy et al., 2015a; Baez-Rogelio et al., 2016). However, with the relatively low levels of growth enhancement demonstrated thus far and the few plant species studied, the practical application involving direct use of MVOC emitting microorganisms has remained limited (Song and Ryu, 2013; Li et al., 2016; Cordovez et al., 2017; Fincheira and Quiroz, 2018). Furthermore, all effective MVOC species, their interactions and direct correlation between MVOC and plant response need to be determined. In this study, we demonstrated that short term exposure *in vitro* to an environmentally isolated fungal strain TC09 identified as *C. sphaerospermum* dramatically promoted tobacco plant growth via MVOCs. We showed in pilot scale experiments under greenhouse conditions that crop productivity of pepper plants could be significantly enhanced by exposure *in vitro* to TC09 at the seedling stage.

The effects of TC09 exposure on plant growth were largely correlated with the duration of exposure. The stem length of treated tobacco plants doubled after 20 days relative to controls with as little as a 24-h exposure. Exposure duration of 10 days gave maximal PGP as durations beyond 10 days had no significant additive effect. These observed dynamic changes in growth stimulation could potentially be explained by the loss of MVOC emission by TC09 over longer culturing times, saturated plant signaling receptors, or alternatively as a consequence of the depletion of nutrients in the media by rapidly growing plants. To test the latter hypothesis, we performed experiments to test the requirement for sucrose in the tissue culture media and found that sugar concentrations of >5 g/L were necessary for the observed PGP activity but did not enhance PGP beyond 10g/L. These data suggest that endogenous sugar production in young plants is not sufficient to support robust PGP by TC09 and that sustained PGP requires exogenous carbon sources. This finding may also imply that TC09 MVOCs function by activating some signaling pathway(s) in the plant that allows it to better utilize carbon resources available directly through root uptake.

Another contributing factor to PGP by TC09 was the fungal cultivation medium. MS medium supported the highest level of PGP while some common fungal growth media such as Hutner’s medium not only suppressed fungal growth but also reduced PGP activity. MVOC-mediated PGP has been previously shown to vary according to microbial culture conditions. By using rhizobacteria *Bacillus mojavensis* RRC101, Rath et al. (2018) demonstrated such variability in microbial metabolism in conjunction with PGP activity. When cultured on ½ strength MS medium, the bacteria produced known PGP compounds acetoin and 2,3-butanediol, thus leading to improved growth of Arabidopsis seedlings. However, the use of nutrient agar for bacterial cultivation resulted in the production of relatively high levels of acetone and 2-propanone and correlated with phytotoxicity. In addition, the microbial volatile compound, e.g., β-caryophyllene which is commonly produced by fungi was shown to switch its mode of action from stimulatory to inhibitory depending on concentrations (Wang et al., 2009). Other studies also established that both the diversity and absolute quantity of MVOCs emitted by many microbes are dictated by growth conditions and external stimuli (Sunesson et al., 1995; Weikl et al., 2015; Lee et al., 2016; Nieto-Jacobo et al., 2017). Our findings of altered PGP activities derived from the use of different fungal culture media suggest that culture conditions for TC09 and other PGP microbes can be further exploited and optimized to achieve more effective PGP.

The observed levels of PGP upon exposure of tobacco seedlings to TC09 greatly exceeded those previously reported using other microorganisms (Ryu et al., 2003; Minerdi et al., 2011; Paul and Park, 2013; Bitas et al., 2015; Lee et al., 2016; Sánchez-López et al., 2016b; Cordovez et al., 2017; Tahir et al., 2017). We found that varied levels of PGP activity were also exhibited by diverse species of *Cladosporium*, however, this activity was largely strain specific. Paul and Park (2013) previously reported an approximately 10-fold increase in fresh weight of tobacco plants exposed to *C. cladosporioides* CL-1 cultured on PDA for 28 days (4 weeks). The results reported here suggest that differences between various studies could be due to several factors including the specific strain or isolate used, the culture media used for both the plant and fungus, and the availability of sufficient carbon resources to support maximal plant growth rates. Nevertheless, the rapid response to growth stimulants should facilitate further investigation of the mechanisms underlying PGP activity as recently outlined by Fincheira and Quiroz (2018).

A potential limitation for the use of MVOC-mediated PGP is plant damage resulting from the use of phytopathogens or microbes with parasitic behaviors. Phytopathogenic microorganisms can cause adverse effects on target plants in the case of escape and contamination during fungal exposure. In this study, TC09 did not induce any discernable pathogenic responses in all test plants, consistent with its non-pathogenic nature. The non-pathogenic behavior of TC09 may be attributed to its environmental origin and non-adaptive relationship with plants. *C. sphaerospermum* has long been known as one of the most ubiquitous air-borne, saprobic fungal species and can be found in diverse environments, air and physical structures (Park et al., 2004; Zalar et al., 2007). In contrast, we observed leaf tissue necrosis in tobacco treated with *C. sphaerospermum* NRRL 8131 (data not shown). This particular isolate was originally referenced as *Cladosporium lignicolum* Corda based on its sylvan habitat and the ability to degrade and absorb nutrients from lignified woody materials (Dugan et al., 2008). Even though it promoted plant growth similar to TC09, its ability to induce phytotoxic reactions in target plants suggests pathogenic propensity. The ability of TC09 to significantly promote plant growth via MVOCs while lacking harmful phytotoxic effects makes it particularly attractive for further exploitation and the development of practical applications to improve crop productivity.

Transcriptome analyses previously revealed the correlation between differential gene expression and PGP as well as enhanced tolerance to biotic and abiotic stresses following treatment with beneficial microorganisms and MVOCs (e.g., van Loon, 2007; Zhang et al., 2007; Sánchez-López et al., 2016a). Our RNAseq data from untreated and treated tobacco plants provided evidence that diverse metabolic and signaling pathways are altered as a result of exposure to TC09. 

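Over the 60 distinct genes of Table 3, 46 were higher and 6 were lower in the TC09-exposed libraries at an adjusted p of 0.05 or less (edgeR), 3 did not pass the test and 5 had too few reads for the filter on low counts. The counts were 49 higher and 6 lower when adjusted over the list alone. Higher genes were found in each functional group of the table except glycosylation, whose 6 UDP-glucosyltransferase genes are the 6 lower ones. In the group named defense, all 6 genes that passed the filter were higher, by 2.11-fold to 3.87-fold. Of its pathogenesis-related thaumatin genes, Solyc02g083790 rose from 4.20 ± 0.335 CPM (SD, n = 4) to 9.04 ± 1.20 CPM (SD, n = 4), a log2 fold change of 1.10 (standard error 0.152, adjusted p = 0.00122, edgeR). A defensin gene, which encodes a small antimicrobial peptide (Solyc04g008470), rose 3.36-fold (adjusted p = 0.00559, edgeR). An endoglucanase gene (Solyc12g055970) rose from 32.8 ± 6.77 CPM to 69.3 ± 14.4 CPM (SD, n = 4 each; adjusted p = 0.0031, edgeR). The peroxidase gene Solyc02g094180 lay below the filter, with 13 reads over the control and 46 over the exposed libraries. In the fit without the filter its log2 fold change was 1.68 (standard error 0.495, adjusted p = 0.0396, edgeR).
The study chose these genes from the same libraries, so their number is not independent evidence. The call of the thaumatin gene Solyc10g084840 (adjusted p = 0.0261, edgeR) ended without control library 9, 11 or 12 or exposed library 13 or 15, with adjusted p between 0.00364 and 0.0759 over all alternatives. That of the peroxidase gene ended without control library 9, 10 or 11 or exposed library 13 or 16 (adjusted p between 0.00797 and 0.126 over all alternatives). The paper states that its RNA-seq data gave evidence of diverse metabolic and signaling pathways altered by exposure to TC09.

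**Figure D3:**
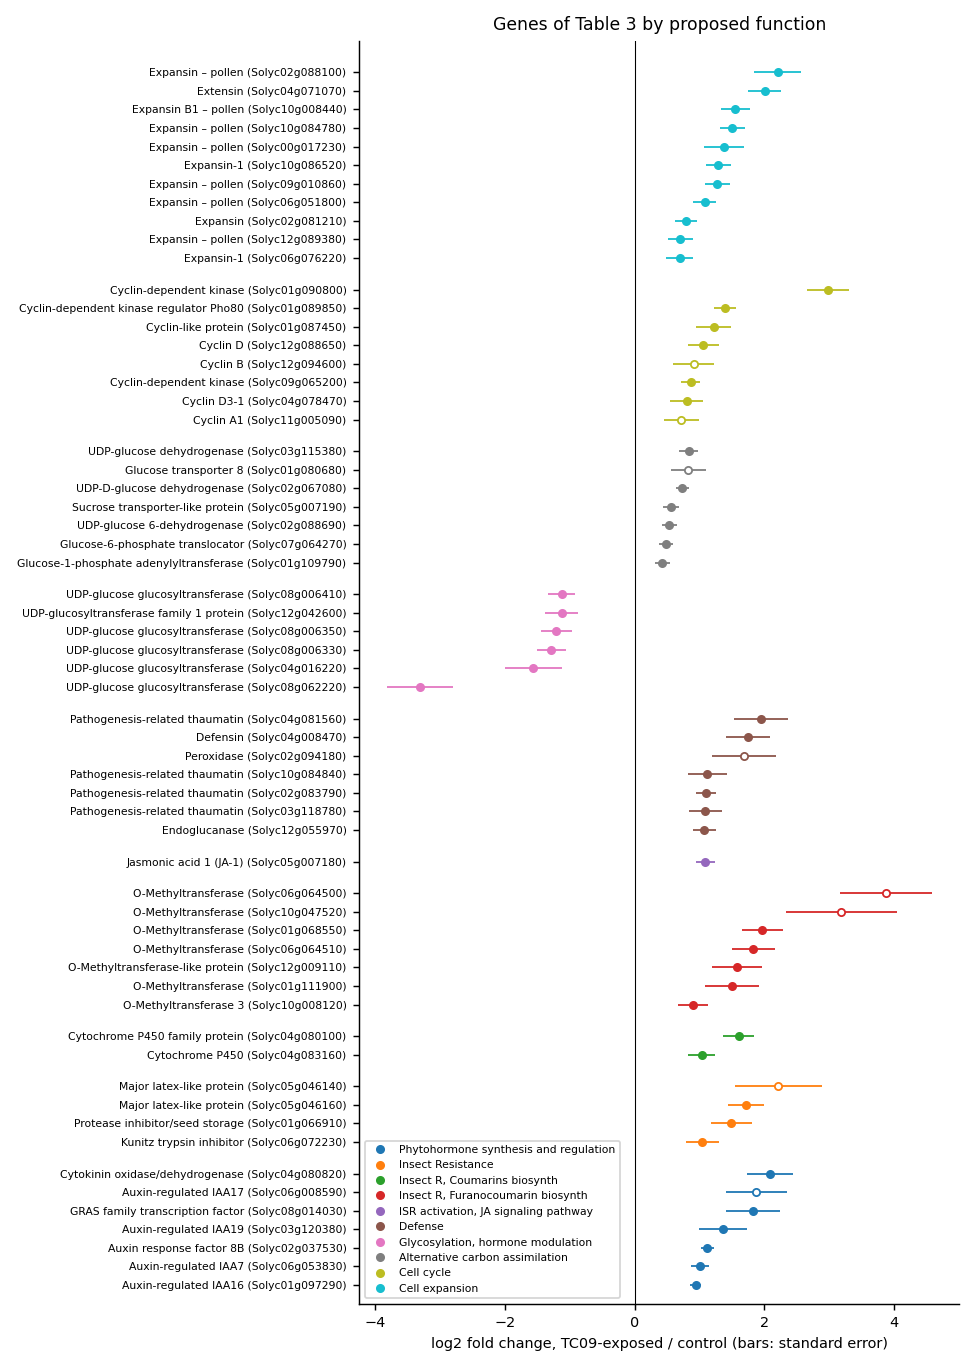
Log2 fold change (TC09-exposed over control) of the 60 distinct genes of Table 3, colored by the table's functional group, with bars for the standard error. Filled points passed the test at an adjusted p of 0.05 or less (edgeR). Open points are the 3 genes that did not and the 5 genes below the filter, whose values come from the fit without it. The 6 UDP-glucosyltransferases are the points left of zero.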

The most striking observation was that TC09 treatment was accompanied by down-regulation of photosystem functions. This finding is somewhat inconsistent with several previous reports that MVOCs from various microbes caused substantial positive impacts on photosynthesis and chlorophyll production (see review by Fincheira and Quiroz, 2018). The transcriptome data also revealed a potential increase in cell wall metabolism including up-regulation of numerous cellulose synthase genes, endoglucanases, pectinesterases, fasciclins, and xyloglucan endotransglucosylases. A number of putative expansins were also induced which are known to induce slippage of cellulose microfibrils via a non-enzymatic cell wall loosening mechanism and are responsible for cell size increase (Sampedro and Cosgrove, 2005; Choi et al., 2008). In previous MVOC-related studies, *Fusarium oxysporum* reportedly was able to upregulate expression of an expansin A5 gene in lettuce (Minerdi et al., 2011). Volatiles from rhizobacteria *B. subtilis* (GB03) also reportedly increased expression of eight expansin genes ∼2-fold (Zhang et al., 2007). 

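Table 3 names 10 distinct expansin genes, since Solyc10g084780 is listed there under both of its version numbers. All 10 were higher in the TC09-exposed libraries (adjusted p of 0.05 or less, edgeR), 7 of them by at least 2-fold and 1 by more than 3-fold. With adjustment over the 55 tested genes of Table 3 alone, which the study picked from these libraries, the 10 also passed. The groups of libraries did not overlap in 9 of the 10. Solyc02g088100 changed most, from 15.5 ± 5.59 CPM (SD, n = 4) to 71.6 ± 37.5 CPM (SD, n = 4), a log2 fold change of 2.21 (standard error 0.361, adjusted p = 0.00275, edgeR). Its exposed libraries ranged from 40.5 CPM to 126 CPM, the highest value being that of library 16. Solyc09g010860 rose from 24.9 ± 7.53 CPM to 60.3 ± 6.11 CPM (SD, n = 4 each), a log2 fold change of 1.28 (standard error 0.188, adjusted p = 0.00166, edgeR). The expansin B1 gene Solyc10g008440 rose 2.94-fold and Solyc10g084780 rose 2.84-fold (adjusted p = 0.00158 and 0.000774, edgeR). The smallest changes were those of Solyc06g076220 and Solyc12g089380, of 1.62-fold and 1.63-fold (adjusted p = 0.0374 and 0.028, edgeR). The call of Solyc06g076220 ended without any single library except control library 10 or exposed library 14 (adjusted p = 0.00444 to 0.101 over all alternatives). That of Solyc12g089380 ended without control library 9, 11 or 12 (adjusted p = 0.067, 0.0786 and 0.0537, edgeR; 0.00633 to 0.0786 over all alternatives).

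**Figure D4:**
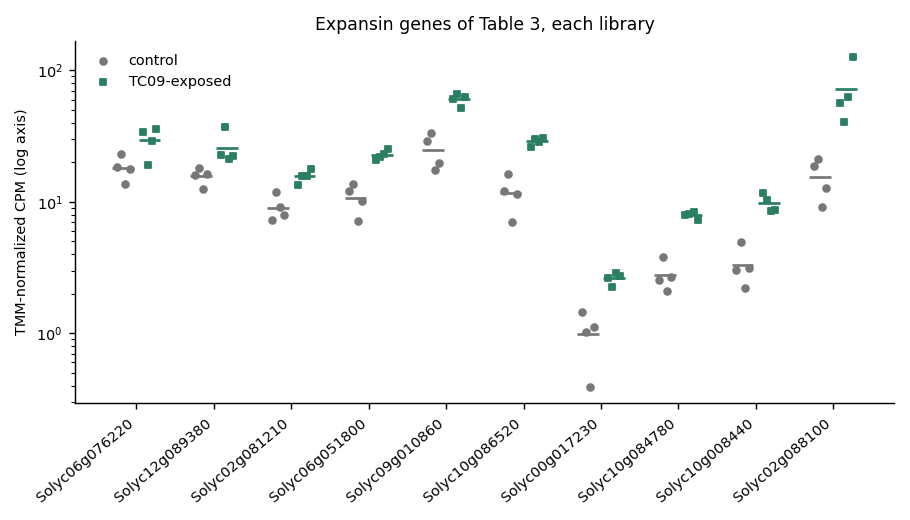
TMM-normalized CPM on a log axis of the 10 expansin genes of Table 3, ordered by fold change. Grey circles are the 4 control libraries, green squares the 4 TC09-exposed libraries and horizontal lines the group means. The groups overlap in Solyc06g076220.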

Our results indicate that up to 11 expansin genes in treated tobacco plants were up-regulated twofold to fivefold (five genes with more than threefold) over the control.

The rapid growth enhancement following MVOC or microbial exposure may also reflect promoted mitosis and cell cycle that give rise to increased cell numbers. We identified a number of cyclins and CDKs as DEGs in tobacco plants exposed to TC09. Mitotic-specific cyclins and CDKs are known to interact in partner-dependent fashion to form active complexes that function to modulate cell cycle during different phases of cell division (Mironov et al., 1999). This process is also regulated by mitogenic stimulation through protein docking, CDK phosphorylation, and proteolytic degradation of cell cycle proteins (Breyne et al., 2002). Homeostatic alterations in the expression of these proteins has been linked to either faster or slower cell multiplication (Komaki and Sugimoto, 2012). Noticeably, a previous study reported that ectopic over-expression of a cyclin B in Arabidopsis resulted in promoted cell proliferation in roots (Doerner et al., 1996). Our findings provide a direction for further study to address the influence of MVOCs on cell cycle regulation.

Phytohormones including cytokinin, GA3 and auxin can modulate plant growth and development and their activities are dictated by either biosynthesis or homeostasis of active forms. Interestingly, we observed a reduction (2- to 10-fold) in six UDP-glucose glycosyltransferases (UGGTs), which play an important role in the deactivation, homeostasis, storage and secretion of numerous macromolecules including phytohormones via glycosylation modification (Jones and Vogt, 2001; Ostrowski and Jakubowska, 2014). Kim et al. (2015) also reported the down-regulation of a glycosyltransferase in tobacco in response to MVOCs emitted by rhizobacteria *B. subtilis* although the functional involvement was not elucidated. We postulate that down-regulation of this class of genes may reduce UGGT activity. This consequently leads to minimized deactivation of phytohormones thus potentially increasing the quantity of active phytohormones galvanizing various aspects of plant growth. Early flowering induced by MVOCs was previously attributed to the enhancement of cytokinin action (Sánchez-López et al., 2016b).

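The gene that Table 3 annotates as jasmonic acid 1 (Solyc05g007180) was higher in every TC09-exposed library than in every control library. It had 18.8 ± 4.24 CPM (SD, n = 4) in the control and 40.1 ± 3.14 CPM (SD, n = 4) after exposure, a ratio of 2.13. The log2 fold change was 1.09 (standard error 0.148, adjusted p = 0.00118, edgeR), over 638 control reads and 1476 exposed reads of which 99.1% were unique.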

Our transcriptome data indicated that the core transcriptional regulator JA-1 in jasmonic acid (JA) signaling pathway was up-regulated more than twofold in tobacco plants exposed to TC09. Also, many herbivore defense genes were up-regulated as well, including proteinase inhibitor II (21-fold), seed storage type protease inhibitor (3.6-fold), Kunitz trypsin inhibitor (2.3-fold) and three cytochrome P450 proteins with sequences homologous to a previously reported protein associated with wound healing and pest resistance (Noordermeer et al., 2001; Dunaevsky et al., 2005). 

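The protease inhibitor gene of the seed storage type (Solyc01g066910) rose from 2.12 ± 0.463 CPM (SD, n = 4) to 6.02 ± 2.65 CPM (SD, n = 4), a log2 fold change of 1.49 (standard error 0.309, adjusted p = 0.00801, edgeR). Of its exposed libraries, library 13 had 9.98 CPM and the other 3 had 4.42 to 4.86 CPM. The Kunitz trypsin inhibitor gene (Solyc06g072230) rose from 3.81 ± 0.792 CPM to 7.86 ± 2.75 CPM (SD, n = 4 each), a log2 fold change of 1.04 (standard error 0.252, adjusted p = 0.0161, edgeR). Table 3 pairs 2 cytochrome P450 genes with Solyc numbers. Solyc04g080100 rose 3.04-fold (adjusted p = 0.00167, edgeR) and Solyc04g083160 rose 2.04-fold (adjusted p = 0.0067, edgeR). In all 4 genes every exposed library lay above every control library. Table 3 gives no Solyc number for proteinase inhibitor II or a further P450 gene, and they were not analysed here.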

Increased expression levels (threefold to fourfold) of eight latex-like proteins were identified which have been shown to have insecticidal activities against herbivore pests (Konno, 2011). Likewise, seven *O*-methyltransferases belonging to a class of catalytic enzymes involved in biosynthesis pathway of FCs also showed elevated expression (2- to 15-fold) (Bourgaud et al., 2006, 2014). 

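Table 3 gives Solyc numbers for 2 of the latex-like genes, and the others were not analysed here. Solyc05g046160 rose from 2.41 ± 0.677 CPM (SD, n = 4) to 7.99 ± 2.78 CPM (SD, n = 4), a log2 fold change of 1.71 (standard error 0.281, adjusted p = 0.00277, edgeR). Of its reads, 59.7% were unique, so it may share reads with a related gene, and with unique reads only its log2 fold change was 1.86. Solyc05g046140 lay below the filter on low counts, with 5 reads over the 4 control libraries and 27 over the 4 exposed libraries. In the fit without the filter its log2 fold change was 2.22 (standard error 0.673, adjusted p = 0.0449, edgeR). That call ended with DESeq2 (adjusted p = 0.0552) and without any single library except control library 10 or exposed library 13 (0.006 to 0.11 over all alternatives), and without control library 10 the log2 fold change was 3.00.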

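Of the 7 O-methyltransferase genes of Table 3, 5 passed the filter on low counts and all 5 were higher in the TC09-exposed libraries, by 1.87-fold to 3.92-fold (adjusted p of 0.05 or less, edgeR). Solyc01g068550 rose from 2.12 ± 0.921 CPM (SD, n = 4) to 8.48 ± 2.93 CPM (SD, n = 4), a log2 fold change of 1.97 (standard error 0.323, adjusted p = 0.00275, edgeR). Solyc06g064510 rose from 1.07 ± 0.516 CPM to 3.92 ± 1.11 CPM (SD, n = 4 each), a log2 fold change of 1.83 (standard error 0.331, adjusted p = 0.00424, edgeR). The genes with the largest ratios lay below the filter, with 2 control reads each. Solyc06g064500, which neighbors Solyc06g064510, had 39 exposed reads, a ratio of 17.8 at equal depth with a 95% exact binomial interval of 4.61 to 152 (adjusted p = 0.00363 in the edgeR fit without the filter). Solyc10g047520 had 24 exposed reads, a ratio of 10.9 with an interval of 2.72 to 95.6 (adjusted p = 0.0265 in the same edgeR fit). These intervals cover counting error only. The log2 fold change of Solyc06g064500 was 3.88 (14.7-fold, standard error 0.708) in that fit, 3.36 in limma-voom, 3.43 in limma-voom with library weights and 4.16 with DESeq2. The log2 fold change of Solyc10g047520 was 3.19 in the edgeR fit without the filter, 2.59 in limma-voom, 2.60 in limma-voom with library weights and 3.94 with unique reads only.
In Solyc01g111900 and Solyc12g009110 exposed library 16 had 12.5 and 14.5 CPM, against at most 5.04 and 5.81 CPM in the other exposed libraries. Without control library 9 or 11, only Solyc01g068550 and Solyc06g064510 of the 5 genes tested passed, while Solyc01g111900 (adjusted p = 0.0806 and 0.0799, edgeR), Solyc12g009110 (0.0527 and 0.0523) and Solyc10g008120 (0.0603 and 0.0558) did not. The call of Solyc01g111900 also ended without control library 12 (adjusted p = 0.0529, edgeR), that of Solyc10g008120 without exposed library 16 (0.0508), and that of Solyc10g047520 without control library 9 or 12 or exposed library 15 or 16 (0.0757, 0.0682, 0.0535 and 0.0738). Over all alternatives that gave 1, the adjusted p ranged from 0.00312 to 0.0806 for Solyc01g111900, from 0.000616 to 0.0527 for Solyc12g009110, from 0.00314 to 0.0603 for Solyc10g008120 and from 0.00252 to 0.0757 for Solyc10g047520, for which DESeq2 gave none.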

FCs are secondary metabolites that function mainly as insect repellants (Nitao et al., 2003). These findings prompt future studies to evaluate whether TC09-exposed plants exhibit enhanced resistance to insect pests. Indeed, previous studies have likewise identified MVOC-induced expression of genes associated with JA signaling pathway, broad-spectrum induced systemic resistance (ISR) and herbivore resistance (Song et al., 2013; Naznin et al., 2014; Kanchiswamy et al., 2015a; Chung et al., 2016).

In this study, we demonstrated significant stimulation of plant growth, early reproduction and fruit yield increase in pepper by exposing seedlings to TC09 for a relatively short duration. Although results were achieved under greenhouse conditions, the high level of productivity increase without the additional input of other resources warrants further investigation as to whether such technology could be practically applied at a production scale. Many considerations have to be taken into account including microbe cultivation and conditions, MVOC deployment and dosage control, plant treatment stage and duration, post treatment process and transplanting methodology. In addition, future investigations are needed to study the genome, transcriptome and proteome of TC09 to identify genes, pathways and regulatory mechanisms associated with VOC production and PGP activity. The TC09 strain described here provides a useful tool to carry out such studies and highlights the potential of microbe-based PGP technology to benefit agriculture in an environmentally friendly and sustainable fashion.

## Author Contributions

ZTL, WJJ, and CD conceived the concept and designed the experiments. ZTL performed *in vitro* experiments, analyzed the data, and drafted the manuscript. CD carried out transcriptome assembly and analyses. WJJ, WMJ, and BE conducted fungal identification experiments. ZL and AC provided scientific advice and discussed results. ZTL, CD, WJJ, WMJ, ZL, and AC reviewed the final version of the paper.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Supplementary Material

Figure S1 Neighbor-joining dendrogram of ITS sequences associated with TC09. The 249 bp ITS3/4 amplicon consensus sequence derived from PCR amplification using DNA samples of the fungal isolate was used to search GenBank database for homologous sequences. More than 148 sequence entries were retrieved and subject to phylogenetic analysis. Neighbor-joining method was used to reconstruct the phylogenetic tree with bootstrap values indicated for each branch. Sequence entries belonging to same species were labeled using identical colors. Asterisk indicates the caudal position of the fungal isolate within the monophyletic group *Cladosporium sphaerospermum*.

Figure S2 Heat map depicting high (red) and low (blue) relative levels of differentially expressed genes (DEGs) in individual plants with and without exposure to TC09. 

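The individual libraries separated by treatment over all genes tested, not only over the DEGs. The first principal component of the log2 CPM values held 50.6% of the variance, and all 4 TC09-exposed libraries had positive scores on it (15.1 to 51) while all 4 control libraries had negative scores (-49 to -16.9). The second component held 17.3% and set exposed library 14 (score -48) apart from the other libraries (-16.9 to 23.6). Control library 10 and exposed library 14 were the members of their groups nearest to the other group on the first component. Pearson correlations of log2 CPM were 0.975 to 0.984 between control libraries, 0.961 to 0.981 between exposed libraries and 0.931 to 0.969 between the groups, computed across genes, which are not independent replicates.

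**Figure D5:**
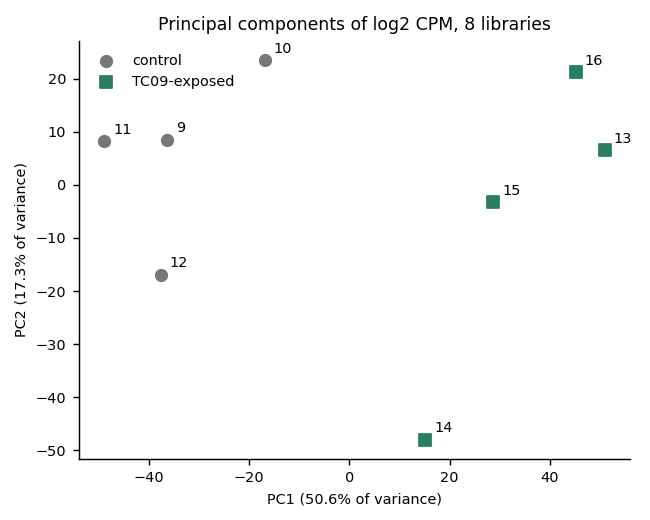
Scores of the 8 libraries on the first and second principal components of log2 CPM, with the share of variance on each axis. Grey circles are control libraries 9 to 12 and green squares TC09-exposed libraries 13 to 16. The groups lie on opposite sides of zero on the first component, and library 14 lies alone at the bottom at -48.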

Six-day-old tobacco seedlings were maintained under *in vitro* conditions with or without a 10-day exposure to TC09 and then subject to total RNA extraction using shoot tip tissues that include apical meristem and three to four young leaves. Heat map was generated by using CLC Genomics Workbench software program following transcriptome assembly using tomato transcriptome as a reference. Plant treatment type is marked by red (control) and blue (TC09-treated) line on top. There were four replicated individual plants for each treatment. Color-rendered scale of expression changes is marked on bottom.

Figure S3 Colony of *Cladosporium sphaerospermum* TC09 on PDA medium **(A)**; and confocal microscopy micrographs of branching chains of conidia **(B)**; intercalary and terminal conidia **(C)**; and mycelium **(D)**.

Table S1 List of all tobacco DEGs after exposure *in vitro* to TC09 for 10 days. 

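Each line of Table S1 is a tomato coding sequence on which tobacco reads were counted, with a fold change in which a negative sign stands for a lower level after exposure, an unadjusted p, an FDR-adjusted p and a Bonferroni-adjusted p. The first 1999 of the 3562 rows were read here. They run from the largest p (0.00461) down to 5.12e-05, so the genes with the smallest p lie in the part not read. No overlap with the present calls was therefore computed. The column for the higher of the group means holds 0 in all of these rows and was not used. The rows carry Solyc numbers with the version numbers of the deposited counts and no gene names.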

Fold change in expression levels was calculated based on means of four biological replicates for both control and MVOC-treated plants. Genes were annotated using GO terms and tomato (*Solanum lycopersicum*) reference genes available on https://solgenomics.net.

How the deposited data were processed for this re-analysis (not part of the article)

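RNA of tobacco shoot tips was measured by RNA-seq in 4 control and 4 TC09-exposed libraries taken after 10 days, from seedlings that were 6 days old at the start. The condition of each library was taken from the source name and the exposure tag in the sample labels. The treatment text of the labels is the same for all 8 libraries and describes culture without exposure, so for the exposed libraries the labels contradict each other, and the source name and tag, which match the paper's design, were used. The labels number the libraries 9 to 16 without a number shared between the groups, so no pairing of libraries was fitted.

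The authors trimmed and filtered the reads, mapped them to tomato sequences with CLC Genomics Workbench (version 10, default parameters) and deposited, for each library, whole-number counts of total gene reads and unique gene reads for 34725 coding sequences. The annotation release is not given in the sources used here. The deposited TPM values are the authors' total gene reads divided by coding length and scaled to a sum of 1e6 (TPM). Recomputing TPM from the counts gave the deposited values with a largest difference of 1.9e-10, and the TPM values were not used further. Nearly all lengths (99.997%) are multiples of 3, so they are coding lengths, with a median of 822 bp. Of the coding sequences, 7892 had no read in any library. Since tobacco reads were mapped to tomato, a gene with a diverged sequence can lose reads, and tobacco gene copies that resemble 1 tomato gene are counted together. Where such copies respond differently to the exposure, the ratio of the tomato gene mixes their ratios, and this was not examined.

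Total gene reads were tested with edgeR (version 4.0.16, in R version 4.3.3). Genes were kept by filterByExpr with its defaults (a count of at least 10 scaled to the median library and a total of at least 15), which left 19325 genes (55.7% of those listed). Libraries were scaled by TMM, with factors from 0.938 to 1.10, a quasi-likelihood negative binomial model was fitted with the condition as its only term, and p-values were adjusted by Benjamini-Hochberg. Genes with an adjusted p of 0.05 or less, the threshold the paper states, were called. Log2 fold changes use edgeR's prior count of 0.125, and the standard error is the absolute log2 fold change divided by the square root of the F statistic. Genes of Table 3 that fell below the filter are reported from the same model fitted to every gene with at least 1 read, and are named as such. The biological coefficient of variation was 16.5%. At 7853857 to 9674090 reads per library, a gene at 1 CPM has under 10 reads, so ratios of genes near or below that level are imprecise, and the few genes with 1 to 3 control reads are given with an exact binomial interval at a level of 95%, which covers counting error only. Between libraries of the same group the chi-square of the counts per degree of freedom was 6.42 to 34.4. This is well above the value near 1 of a library sequenced again. It cannot tell separate plant samples from separate preparations of 1 sample.

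The procedure was tested on simulated data drawn from the means, dispersions and library sizes of these libraries with known changes added. Of 19087 genes in that step of the comparison of TC09-exposed with control, only 67, 67 and 66 were changed, by 1.5-fold, 2-fold and 4-fold. It recovered 35.8%, 70.1% and 100% of these, and 9.87% of its 152 calls were unchanged genes, more than the nominal 5%. In the real data 21.5% of the genes were called. Recovery and the share of false calls depend on how many genes change, so these values are not estimates for the real comparison.

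The genes named were chosen by a rule set before the data were examined. They are every distinct gene of Table 3 (60 genes, matched by Solyc number, since the table mixes version numbers), and, outside it, the 2 most changed in each direction among called genes whose groups of libraries do not overlap. The folds printed in Table 3 and Table S1 had been seen by then. Names come from Table 3 alone, because the deposited files hold no descriptions and the reference table used here covers tobacco identifiers, none of which are Solyc numbers. Lists defined by words in gene descriptions, and their set tests, were therefore not run. The functional groups of Table 3 were chosen by the study from these libraries and are reported as counts without a set test.

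The alternatives tried were no filter, a mean of at least 50 reads, RLE size factors, total library size only, leaving out the 2 genes that hold over 1% of a library, DESeq2 (version 1.42.0), the edgeR likelihood-ratio test without a filter, limma-voom (limma version 3.58.1), unique gene reads, an adjusted p of 0.01 or less, an added 2-fold threshold, and leaving out each library in turn. Limma-voom with library weights and the edgeR likelihood-ratio test with the default filter were added after the data were seen. The edgeR likelihood-ratio test without a filter changes the test and the filter together, DESeq2 brings its own size factors and filter along with its test, and limma-voom with library weights changes the test and the weighting. The fit was also repeated on all 35 divisions of the 8 libraries into 4 and 4.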

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

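The test of reads shared between genes and the limma-voom fit with library weights were chosen after the results were seen.

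Outside Table 3, the largest changes among called genes whose groups of libraries do not overlap were in genes without a name here. The paper's text discusses genes by name, so whether it covers these is not known. Solyc07g056640 had a log2 fold change of 7.27 (standard error 1.27, adjusted p = 0.00364, edgeR), with 1 read over the control libraries and 102, 17, 15 and 110 reads in the exposed libraries. Its ratio at equal depth was 223, with a 95% exact binomial interval of 39.6 to 8830 for counting error only. The log2 value was 8.89 without control library 12, which held the only control read, 5.82 in limma-voom and 5.83 in limma-voom with library weights. Solyc10g044510 had a log2 fold change of 5.15 (adjusted p = 0.00306, edgeR), with 4 control reads and 172 exposed reads, and was 6.42 without control library 12 and 4.43 without exposed library 14. Solyc06g005330 and Solyc06g005320 had log2 fold changes of -4.22 and -3.53 (adjusted p = 0.00022 and 0.00102, edgeR), the latter -4.23 without exposed library 14.

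In 12 cases, 1 library of a group of 4 lay farther from its neighbor, relative to the range of the group, than Dixon's 95% critical value of 0.829 allows. In all, 134 groups were examined, and chance alone marks about 5% of them if the values are normal. That does not hold for genes with few reads. A group with reads in only 1 library always passes the critical value, as the controls of Solyc07g056640 do. The exposed libraries of Solyc06g005330 held 1 to 3 reads each. Library 16 was high among the exposed libraries in Solyc01g111900 (12.5 CPM, the others 4.14 to 5.04), Solyc12g009110 (14.5, the others 4.81 to 5.81), Solyc05g046160 (12.1, the others 6.14 to 6.94) and Solyc05g007190 (23, the others 20.9 to 21.3). Library 14 was high in Solyc06g072230 (12.0 CPM, the others 6.14 to 6.68), Solyc12g089380 (37.0, the others 21.0 to 22.7) and Solyc06g005330 (0.336, the others 0.0992 to 0.113). Library 13 was high in Solyc01g066910 (9.98 CPM, the others 4.42 to 4.86), and library 15 was low in Solyc12g055970 (47.7, the others 74.4 to 78.3). Among the controls, library 11 was low in Solyc02g037530 (71.5 CPM, the others 82.9 to 85.2), library 10 was high in Solyc10g084840 (4.34, the others 1.94 to 2.21), and library 12 held the only control read of Solyc07g056640 (0.111 CPM).

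The number of DEGs was weighed against 3 explanations. Of the 35 divisions of the 8 libraries into 4 and 4, only the real 1 called as many genes, with 4164 against at most 25. The more frequent direction had 2317 calls against at most 18, and the less frequent 1847 against at most 7. A chance division would come first in 1 of 35 cases, the smallest share that this comparison can give, so chance is an unlikely account. The 3 counts are parts of 1 result. The genes of Table 3 called were 52 against 0 in the other divisions, but that comparison decides nothing, since the study picked these genes from the real division. Reads shared between similar genes do not account for the calls, since 97.9% of the called genes were called in the same direction with unique reads only. The 2 genes that hold over 1% of a library do not account for them, since 98.3% were called in the same direction without these. The 20 most abundant genes held 8.01% to 13% of the reads, and both fits used TMM, so wider effects were not tested. With total library size only, 3508 of the 4164 calls were kept in the same direction, and 3057 genes were higher and 1663 lower. The exposure to TC09 and any unrecorded step of preparation that followed the library numbers remain open, and the design does not separate them.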

How the results depend on the processing

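Of 1181 values of the named genes under alternatives, 1103 kept their direction and their side of the threshold, 56 kept their direction and lost the call, 22 gained it and 0 changed sign, including under every scaling. Limma-voom with library weights and the edgeR likelihood-ratio test with the default filter were added after the data were seen. The main numbers were 4164 DEGs, 1847 higher and 2317 lower, and 46 higher and 6 lower genes of Table 3. At an adjusted p of 0.01 or less these were 1732, 701 and 1031, with 29 higher genes of Table 3, among them 2 O-methyltransferases, 3 genes of carbon assimilation and 3 of the cell cycle. With an added 2-fold threshold they were 1120, 510 and 610, with 0 genes of carbon assimilation. Both follow from the stricter threshold. With total library size only, 3057 genes were higher, and the median log2 fold change of all genes moved from 0.01 to 0.11. At a mean of at least 50 reads, which tested 35 genes of Table 3, 29 of them were higher, with 3 phytohormone genes, 1 of the genes named insect resistance, 1 P450 gene, 0 O-methyltransferases and 3 defense genes, because fewer genes were tested. Leaving out 1 library gave 2636 (without control library 9) to 5438 DEGs (without exposed library 14), 1148 to 2575 higher (the same libraries), 1468 (without control library 11) to 2863 lower (without exposed library 14), and 2 to 5 higher O-methyltransferases. Fewer libraries leave less information. Library 14 lay farther from the other exposed libraries (chi-square of the counts per degree of freedom 18.5 to 34.4) than those from each other (6.84 to 9.94), and limma-voom with library weights called 5483 genes. No paired analysis was possible because the groups share no replicate numbers. Named genes below a mean of 50 reads have no value under that filter, and DESeq2 gave no adjusted p for Solyc10g047520. Tests on normalized values were not run because the files hold counts, and set tests on description words were not run because the files hold no descriptions. At this depth, genes near 1 CPM carry few reads, so small changes in them may be missed. Recovery of changes by expression level was not tested.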

Differences from the paper's values

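The paper gives approximately 20 M (M for 1e6) quality reads per sample, and the deposited total gene reads have a median of 8.98 M per library. The paper's number is of quality reads and the number here is of reads assigned to tomato genes, so they count different things. No alternative was run for this number.

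Of the 61 rows of Table 3, all 61 have the sign found here, and 4 differ by more than the standard error of the log2 fold change. All 4 are among the 23 rows whose version number is not that of the deposited counts, and 0 are among the other 38. The standard error measures spread between libraries, so noisy genes pass this rule with larger gaps. Each alternative was judged by its own standard error. An alternative can therefore come within it without moving nearer to the paper's fold. Examples below the filter are the peroxidase (2.3 in the paper, 3.21 here) and the latex-like Solyc05g046140 (3.3 and 4.65). The paper's fold for IAA16 (Solyc01g097290) is 2.1 and the value here 1.92. For the protease inhibitor of the seed storage type (Solyc01g066910) the paper's fold is 3.6 and the value here 2.81. For the latex-like protein Solyc05g046160 the paper's fold is 4 and the value here 3.28. For the expansin Solyc10g084780, which the table lists a second time with another version number, the paper's second fold is 3.5 and the value here 2.84, while the paper's first fold for it is 2.9. Among the alternatives set before the data were examined, IAA16 came within the standard error with total library size only (2.06), the likelihood-ratio test without a filter (1.94) and without control library 9 (1.96) or exposed library 15 (1.97), and in no other. The protease inhibitor did so with total library size only (3.00), with DESeq2 (2.83) and without control library 12 (3.14) or exposed library 14, 15 or 16 (3.00, 3.00 and 3.09), and in no other. The latex-like protein did so with total library size only (3.48), DESeq2 (3.30), the likelihood-ratio test without a filter (3.31), unique gene reads (3.63) and without control library 9 or 12 (3.53 and 3.57) or exposed library 13, 14 or 15 (3.53, 3.42 and 3.45), and in no other. It also did so with the likelihood-ratio test with the default filter, which was chosen after seeing the values. That test drops 0 of the Table 3 genes called here. The fold there was 3.28, as in the main fit, and only its standard error was larger (0.302 against 0.281). The second listing of the expansin did so without control library 10 (3.24) and in no other.

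The paper's numbers of DEGs at its stated FDR threshold of 0.05 are 3562 in all, 1594 higher and 1968 lower, against 4164, 1847 and 2317 here. They lie within 1.5 times of each other, but may not be cut at the same level or adjusted over the same number of genes. The paper's text names no filter on low counts. The highest FDR in the 1999 rows of Table S1 read here, which run from its highest FDR downward, is printed as 0.04, where values of 0.01 and above are printed to 2 decimals. The column of that table for the higher of the group means holds 0 in all 1999 rows read, which it cannot hold for genes with reads.

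The paper states that cyclin A, cyclin B and glucose transporter 8 were higher. Here they had ratios of 1.64, 1.88 and 1.77 and adjusted p of 0.0843, 0.0623 and 0.0517 (edgeR). All 3 passed with total library size only, with DESeq2 and with the edgeR likelihood-ratio test without the filter, and with the likelihood-ratio test with the default filter, which was chosen after seeing the values and drops 0 of the Table 3 genes called here. Cyclin A and cyclin B also passed without control library 10, without exposed library 14 and with library weights in limma-voom, which was likewise chosen after seeing the values and drops 0 of the Table 3 genes called here. Glucose transporter 8 also passed with no filter, with limma-voom, without control library 9 and without exposed library 16. The 5 Table 3 genes below the filter were called in the fit without it.

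The paper's text places cyclin A, cyclin B and both cyclin D genes at or above a doubling. Here 1 of these, Solyc12g088650, reached it at 2.08-fold, and the others lay between 1.64-fold and 1.88-fold. In Table 3 itself the same gene alone of the 4 reaches it, so the difference is between the paper's text and its table. The paper states that several of its expansin genes more than tripled. Here 1 of the 10 distinct expansin genes of Table 3 did, and in Table 3 itself 2 rows do.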

Other observations

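The tests of both patterns were chosen after the patterns were seen, except the test on rows with many reads, which was chosen before its result was seen.

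Called genes that lie next to each other by Solyc number tended to change in the same direction. Of 732 pairs of adjacent called genes on the numbered tomato chromosomes, 68.3% shared their direction (95% exact binomial interval 64.8% to 71.7%, with pairs treated as independent), against a mean of 50.5% when the directions were shuffled among called genes. The share was 59.1% for genes 2 places apart and 51.1% for genes 3 places apart. None of 1000 shuffles went above 56% (permutation p = 0.001, the smallest that 1000 shuffles can give). A chance order of directions is therefore unlikely, though the pattern was seen before the test was chosen. Reads that map to more than 1 gene do not account for the pattern, since 66.7% of the 333 pairs in which both genes had at least 99% unique reads shared their direction, against at most 58.6% in the shuffles. Tandem copies that are regulated together, and reads of 1 tobacco transcript that divide between neighboring tomato copies, may each contribute and were not tested.

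The folds of Table 3 fall into 2 kinds. The 38 rows whose version number is that of the deposited counts differ from the values here by a median of 0.0192 on the log2 scale, and the 23 rows with another version number by 0.159 (two-sided permutation test of the difference in medians, p = 1e-05, the smallest that 100000 permutations can give). Low read counts do not account for it, since over the 31 rows at or above the median of 665 reads the medians were 0.0199 and 0.112 (permutation p = 0.00017). In 21 of the 23 rows the paper's fold is the larger. Of 7 of these rows whose gene is among the rows of Table S1 read here, 1 has a fold in Table S1 within 0.05 of that in Table 3, against 16 of 16 rows with the version number of the counts. A candidate explanation is that these folds were computed from counts on another release of the tomato gene models, which the files used here do not hold.

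From the shortest to the longest of 5 groups of equal size among the genes tested, the median log2 fold change was 0.03, 0.02, 0.04, 0.01 and -0.02, the share called higher ran from 7.89% in the shortest group to 11.1% in the middle group, and the share called lower from 10.7% in the shortest to 13.1% in the longest. No test of these shares was run.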
